# Autism-associated mutation in Hevin/Sparcl1 induces endoplasmic reticulum stress through structural instability

**DOI:** 10.1038/s41598-022-15784-5

**Published:** 2022-07-13

**Authors:** Takumi Taketomi, Takunori Yasuda, Rikuri Morita, Jaehyun Kim, Yasuteru Shigeta, Cagla Eroglu, Ryuhei Harada, Fuminori Tsuruta

**Keywords:** Endoplasmic reticulum, Autism spectrum disorders, Protein structure predictions

## Abstract

Hevin is a secreted extracellular matrix protein that is encoded by the *SPARCL1* gene. Recent studies have shown that Hevin plays an important role in regulating synaptogenesis and synaptic plasticity. Mutations in the *SPARCL1* gene increase the risk of autism spectrum disorder (ASD). However, the molecular basis of how mutations in *SPARCL1* increase the risk of ASD is not been fully understood. In this study, we show that one of the *SPARCL1* mutations associated with ASD impairs normal Hevin secretion. We identified Hevin mutants lacking the EF-hand motif through analyzing ASD-related mice with vulnerable spliceosome functions. Hevin deletion mutants accumulate in the endoplasmic reticulum (ER), leading to the activation of unfolded protein responses. We also found that a single amino acid substitution of Trp^647^ with Arg in the EF-hand motif associated with a familial case of ASD causes a similar phenotype in the EF-hand deletion mutant. Importantly, molecular dynamics (MD) simulation revealed that this single amino acid substitution triggers exposure of a hydrophobic amino acid to the surface, increasing the binding of Hevin with molecular chaperons, BIP. Taken together, these data suggest that the integrity of the EF-hand motif in Hevin is crucial for proper folding and that ASD-related mutations impair the export of Hevin from the ER. Our data provide a novel mechanism linking a point mutation in the *SPARCL1* gene to the molecular and cellular characteristics involved in ASD.

## Introduction

Autism spectrum disorder (ASD) is a prevalent neurodevelopmental disorder characterized by impaired social interaction and behaviors. Congenital genetic defect is one of the causes of ASD. To date, many genes associated with ASD have been identified by several genome-wide association studies^1–5^. Mostly, these mutations are found in the genes encoding synaptic proteins, transcription factors, chromatin modifiers, and protein metabolisms. Hence, dysfunctions of these proteins caused by both de novo and inherited mutations are highly linked to the pathogenesis of ASD.

An aberrant ubiquitin–proteasome system is one of the main causes of ASD pathogenesis. The deubiquitinating enzyme, USP15, which regulates various signaling pathways and cellular processes, is involved in neuronal disorders^6–8^. Moreover, de novo mutation in the *Usp15* gene is closely associated with ASD^2,9,10^. Previously, we have reported that USP15 deubiquitinates U6 snRNA-specific terminal uridylyl transferase 1 (TUT1) and regulates the spliceosome cascade^11^. A defect in *Usp15* increases the probability of splicing errors and produces various abnormal variants. We also found that impaired USP15 induces the endoplasmic reticulum (ER) stress, although the mechanism linking splicing error to ER stress has not yet been clarified^11^.

Proper subcellular localization of the synaptic proteins is crucial for regulating neural circuit formation and brain homeostasis. The amino acid substitutions in synaptic proteins result in their accumulation in the ER, and cause abnormal trafficking to the proper sites. It is also known that these substitutions impair protein folding and frequently activate the unfolded protein response (UPR). For instance, the ASD-associated mutant Neuroligin 4 (NL4) , in which Arg^87^ is replaced with Trp, accumulates in the ER and does not transport to neuronal dendrites^12^. The ASD-associated γ-aminobutyric acid transporter 1 (GAT-1) mutant, in which Pro^361^ is replaced with Thr, is prone to localize in the ER^13^. Moreover, missense mutations of novel ASD-associated transmembrane proteins, a cell adhesion molecule-1 (CADM1), and contactin-associated protein-like 2 (CASPR2) are also localized in the ER and upregulates ER stress^14,15^. Therefore, abnormal amino acid substitutions of the ASD-related synaptic proteins are predisposed to accumulate in the ER and hamper their trafficking to the proper sites, attenuating innate synaptic functions.

Hevin, also known as secreted protein acidic and rich in cysteine-like 1 (Sparcl1), is a secreted protein. The C-terminus of Hevin has an amino acid sequence with approximately 60% identity to Sparc. It has been reported that Hevin and its family proteins are involved in metastasis, inflammation, angiogenesis, and apoptosis^16^. In the central nervous system, Hevin is predominantly expressed in astrocytes and is expressed in neurons to a lesser extent^17^. During brain development, Hevin is expressed in the radial glia and controls a detachment process that terminates neuronal migration in the pial surface of the cerebral cortex^18^. Hevin is also secreted from neural stem cells (NSCs) in the lateral ventricle subventricular zone (SVZ) and enhances glioma cell invasion^19^. Thus, it appears likely that Hevin is involved in cell migration and invasion in a context-dependent manner. Importantly, it has been reported that Hevin reinforces the synaptic connectivity in the cerebral cortex^20^. On this occasion, Hevin interacts with both Neurexin 1α (NRX1α) and Neuroligin 1B (NL1B) and promotes a trans-synaptic bridge at thalamocortical synaptic connections in the cerebral cortex. Hevin has also been reported to enhance the NMDAR-mediated synapse response^21^. Strikingly, genome-wide association studies have revealed that multiple mutations in the *SPARCL1* gene increase the risk of ASD^5^, indicating that Hevin plays an important role in regulating synaptic connectivity and the brain environment.

A recent structural analysis reported that Hevin promotes the interaction between NRXs and NLs^22^. Hevin is composed of a flexible acidic region at the N-terminal region, a follistatin-like (FS) domain at the center region, and an extracellular calcium (EC) binding domain, including two EF-hand motifs (EF-hand 1: His^586^-Ala^618^ and EF-hand 2: His^625^-Phe^651^ amino acid in humans, EF-hand 1: His^572^-Ala^604^ amino acid and EF-hand 2: His^611^-Phe^637^ amino acid in mice) at the C-terminal region. Interestingly, the structure of the FS/EC region of Hevin differs from that of Sparc, although Sparc shares high sequence identity with Hevin. The FS-domain is crucial for promoting the bridge between NRXs and NLs. Hevin and Sparc compete to interact with NLs via the FS-domain, and thereby Sparc can thus antagonize the synaptogenic functions of Hevin. In contrast, the EC-domain in both Hevin and Sparc interacts with the extracellular matrix, such as Collagen I and V, in a Ca^2+^-dependent manner^22,23^. Therefore, analyzing the functions of the EC domain is key to understanding the full functions of Hevin.

In this study, we analyzed the importance of the EF-hand motif in Hevin. We found that the integrity of the EF-hand motif is necessary for proper trafficking to the extracellular space. In addition, a single amino acid substitution in the EF-hand motif, which is associated with ASD, causes Hevin to accumulate in the ER and activates the UPR pathway. These findings suggest the possibility that protein accumulation due to improperly folded Hevin contributes to ASD pathogenesis.

## Results

### Hevin mutants lacking the EF-hand motif are generated in the *Usp15*-deficient brain

Previously, we have reported that USP15 influences the spliceosome cascade and UPR pathway despite the unclear relevance^11^ (Fig. 1A). Thus, we looked for ASD-associated abnormal variants that changed splicing upon *Usp15* deficiency and are involved in the UPR pathway. In this context, we checked the expression profile dataset obtained from mice brains^11^ and found that the 3'-region of the hevin transcript tends to be lacking in the *Usp15*-deficient brains (Fig. 1B, Supplementary Table S1). Thus, we speculated that the 3'-region of the hevin transcript is susceptible to abnormalities in the spliceosome cascade regulated by USP15. 

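The expression profile came from cerebellum and skeletal muscle of 1-month-old C57BL/6 mice, wild-type or *Usp15*-deficient, with 3 samples per genotype in each tissue. Total RNA of each sample was hybridised to 1 Affymetrix mouse exon array, which places probes in single exons of annotated genes. Each of the 12 arrays was summarised by the authors at 2 levels, as 23332 transcript clusters that stand for genes and as 229581 probe sets that stand for parts of exons. The deposited values are log2 signals, and their normalization is not given in the sources used here. At the exon level the array medians lay between 6.55 and 6.64 in cerebellum and between 5.98 and 6.14 in muscle. Within each tissue, *Usp15*-deficient and wild-type arrays were compared with limma on these values, with Benjamini-Hochberg adjustment. Nothing in the labels says that the 3 samples of a group came from separate animals, so that p-values measure the spread between these samples. The number of arrays limits the precision.

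*Usp15*, which encodes the deleted deubiquitinating enzyme, was lower in the *Usp15*-deficient arrays of both tissues. Probe set 4842622 had a log2 signal of 7.97 ± 0.15 (SD, n = 3) in wild-type and 3.12 ± 0.47 (SD, n = 3) in *Usp15*-deficient cerebellum, a log2 change of -4.85 (SE 0.26, adjusted p = 0.0126 from limma). Its values were 8.02, 7.80 and 8.09 in the wild-type and 2.59, 3.48 and 3.28 in the *Usp15*-deficient cerebellum arrays. In muscle the same probe set changed by -7.42 (SE 0.27, adjusted p = 0.00178 from limma), from 9.09, 9.74 and 9.51 to 1.68, 2.32 and 2.10. Probe set 4427559 changed by -4.01 in cerebellum (SE 0.19, adjusted p = 0.0110) and by -7.30 in muscle (SE 0.29, adjusted p = 0.00199). At both probe sets every *Usp15*-deficient array lay below every wild-type array of its tissue. The deleted part of *Usp15* is not given in the sources used here, so that it is not known which probe sets lie in it. In cerebellum both calls ended when any 1 array was left out or the replicate number was kept as a block, and in muscle the block ended that of 4427559 (adjusted p = 0.449) but not that of 4842622 (adjusted p = 0.0378). The other 21 *Usp15* probe sets had a median log2 change of -0.40 in cerebellum, from -2.08 to 0.06, and of -1.76 in muscle, from -2.87 to -1.29.

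**Figure D1:**
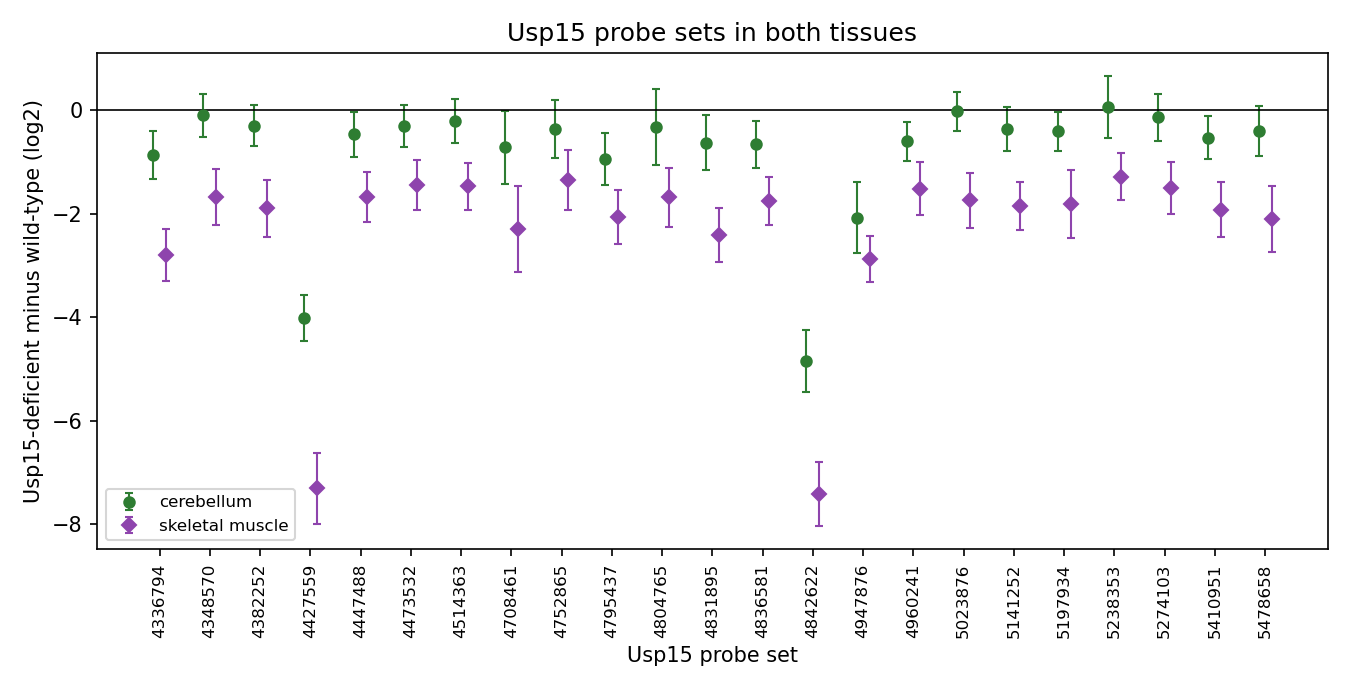
Log2 change (*Usp15*-deficient minus wild-type) of the 23 *Usp15* probe sets in cerebellum (circles) and skeletal muscle (diamonds), in order of probe set number, with 95% confidence intervals from limma (3 arrays per genotype). Probe sets 4427559 and 4842622 lie at -4.01 and -4.85 in cerebellum and at -7.30 and -7.42 in muscle, below all others.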

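At the gene level, no gene of the UPR, of the spliceosome or of the autism risk list passed the test between *Usp15*-deficient and wild-type cerebellum, whether adjusted over all clusters or adjusted over the list alone. Of 28 measured UPR and ER chaperone targets, 21 had a higher and 7 a lower mean in the *Usp15*-deficient arrays (14 higher with quantile normalization), with a median log2 change of 0.06, beside 0.04 for all clusters. Hspa5, which encodes the ER chaperone BIP, had a log2 change of 0.19 (SE 0.18), Ddit3, which encodes CHOP, of -0.08 (SE 0.15), and Xbp1, a transcription factor of the UPR, of 0.09 (SE 0.17). Of 20 measured genes of the spliceosome and the U6 snRNP, 18 had a higher and 2 a lower mean (13 higher with quantile normalization), with a median log2 change of 0.10. As a set these genes had an adjusted p of 0.0514 from camera with a preset correlation of 0.01, an adjusted p of 0.969 with an estimated correlation and an adjusted p of 0.360 with quantile normalization. When arrays were left out, which was chosen after the data were seen, the set passed without wild-type replicate 3 (adjusted p = 0.0188), *Usp15*-deficient replicate 2 (0.0221) or *Usp15*-deficient replicate 3 (0.0320), and not without the others (0.10 to 0.331). With an estimated correlation these 3 were lost too (adjusted p from 0.627 to 0.977). Of 23 measured autism risk genes, 20 had a higher and 3 a lower mean (13 higher with quantile normalization), among them Cadm1, a synaptic adhesion molecule, at 0.13 (SE 0.16). As sets, the UPR targets and the autism risk genes had adjusted p-values of 0.629 and 0.417 from camera.

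Of 7 measured partners and relatives of hevin, 2 had a higher and 5 a lower mean, also with quantile normalization, with Nlgn1, which encodes a postsynaptic neuroligin, at 0.12 (SE 0.18) and Sparc, the paralog of hevin, at 0.10 (SE 0.08). Adamts4, which encodes a protease, and 4 collagen genes lay between -0.16 and -0.03. As a set they had an adjusted p of 0.459 from camera. Over all 23332 clusters, limma called none at an adjusted p under 0.05, and 825 (3.54 percent) had an unadjusted p under 0.05. The test of Supplementary Table S1 called 0 as well (973 unadjusted). The *Usp15* cluster itself had a log2 change of -0.52 (SE 0.09, adjusted p = 0.996 from limma). Over all 229581 probe sets, limma called 2, both of *Usp15*, and 8020 (3.49 percent) had an unadjusted p under 0.05. For clusters and for probe sets, the unadjusted share from limma lies below that expected where nothing changes. The test of Supplementary Table S1 called 0 probe sets (8712 unadjusted). When each probe set was taken relative to the gene-level value of its own gene on the same array, 1 of 169412 probe sets passed, and it was also of *Usp15*. On simulated data with the spread of these arrays, 200 clusters or probe sets were changed. In cerebellum, 51 percent of the clusters and 0 percent of the probe sets changed by 1 log2 were called, and 82.5 percent and 44.5 percent of those changed by 2 log2. Where fewer change, the adjustment calls a smaller share, so that these shares can be too high for a few real changes. The simulated arrays were also independent of each other. Deviations of same-numbered real arrays correlated at 0.218, 0.203 and 0.103 at the gene level in cerebellum, which the simulation does not cover. *Usp15* probe set 4947876, at -2.08 in cerebellum, did not pass over all probe sets.

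**Figure D2:**
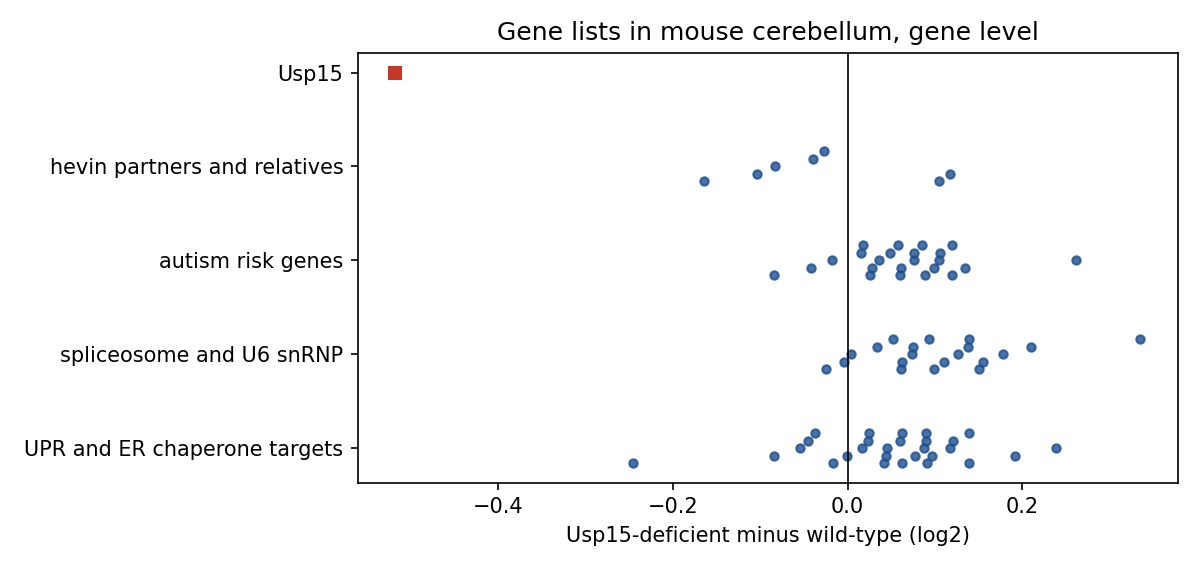
Log2 change (*Usp15*-deficient minus wild-type, 3 arrays per genotype) of each measured gene of 4 lists and of *Usp15* in cerebellum at the gene level, with vertical offsets for visibility only. The members lie between -0.24 and 0.33, and *Usp15* lies at -0.52.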

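Among the 15 hevin (*Sparcl1*) probe sets of Supplementary Table S1, which gives their cluster as Gm17660; Sparcl1, probe set 4776772 in exon 10 was lower in the *Usp15*-deficient cerebellum, and the other 14 did not pass the test. Its log2 signal was 5.78 ± 0.45 (SD, n = 3) in wild-type and 4.38 ± 0.49 (SD, n = 3) in *Usp15*-deficient arrays. The log2 change was -1.40 (SE 0.32, 95% confidence interval -2.14 to -0.65), a ratio of 0.38. The adjusted p from limma was 0.040 when adjusted over the 15 probe sets alone and 1.00 over all probe sets of the array. The study chose hevin on these same arrays, so that the first of these is not independent evidence. The test of Supplementary Table S1 uses the spread of each probe set alone. Adjusted over the 15, it gave a p of 0.22 for 4776772 and also for 4484802 in exon 8.

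The other 14 hevin probe sets had wild-type signals between 8.32 and 13.01, and their log2 changes lay between -0.09 and 0.30 (adjusted p = 0.92 from limma over the 15). Probe set 4613696 in exon 9, on the 5' side of 4776772, had a log2 change of 0.23 (95% confidence interval -0.16 to 0.61). Probe set 5491126 in the 3'UTR, on its 3' side, had a log2 change of 0.06 (95% confidence interval -0.41 to 0.52). At the gene level, Sparcl1 had a log2 signal of 11.38 ± 0.03 (SD, n = 3) in wild-type cerebellum and a log2 change of 0.06 (95% confidence interval -0.14 to 0.27). The adjusted p of 4776772 over the 15 rose to 0.10 with the replicate number as a block and to 0.93 when the muscle arrays shared the estimate of spread. It was 0.18 without wild-type replicate 1, 0.16 without wild-type replicate 3, 0.093 without *Usp15*-deficient replicate 1 and 0.12 without *Usp15*-deficient replicate 3. From the lower signal of this probe set (Fig. 1B), the paper states that the 3'-region of the transcript tends to be lacking, and it speculates that this region is susceptible to abnormalities in the spliceosome cascade regulated by USP15.

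**Figure D3:**
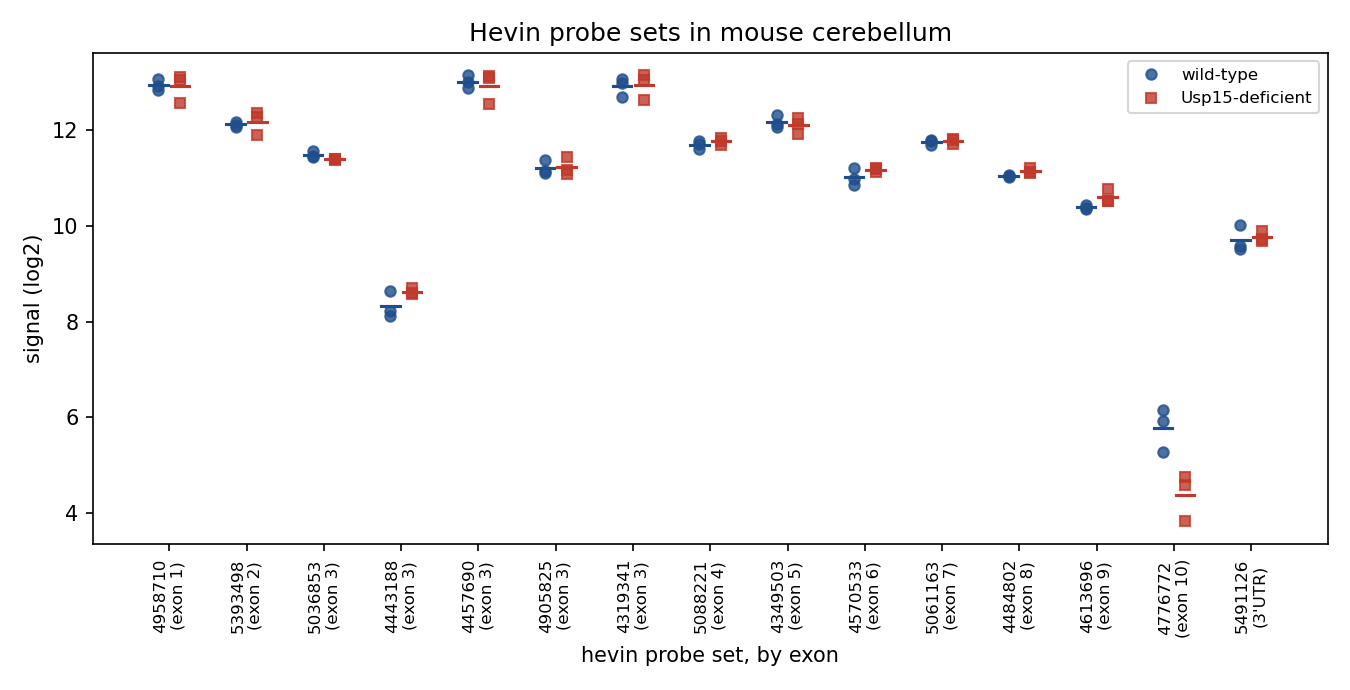
Log2 signal of the 15 hevin probe sets in cerebellum, by exon number and, within an exon, in the order of Supplementary Table S1, for each wild-type (circles) and *Usp15*-deficient (squares) array, with bars at the means of 3 arrays. At probe set 4776772 the means lie at 5.78 in wild-type and 4.38 in *Usp15*-deficient arrays.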

We determined which base sequence of the hevin transcript was altered in the *Usp15*-deficient brain. To do this, we conducted a 3'-rapid amplification of cDNA ends (3'-RACE) and identified two 3'-fragments lacking the EF-hand motif. One was the EF-hand deletion mutant and the other was the trans-splicing variant, which fused with a fragment of NADH: ubiquinone oxidoreductase subunit A11 (Ndufa11) (Fig. 1C–G). Because the EF-hand motif is pivotal for regulating protein structure and functions^24^, we hypothesized that EF-hand deletion mutants show abnormal structure, resulting in a decrease of secretion efficiency.

**Figure 1:**
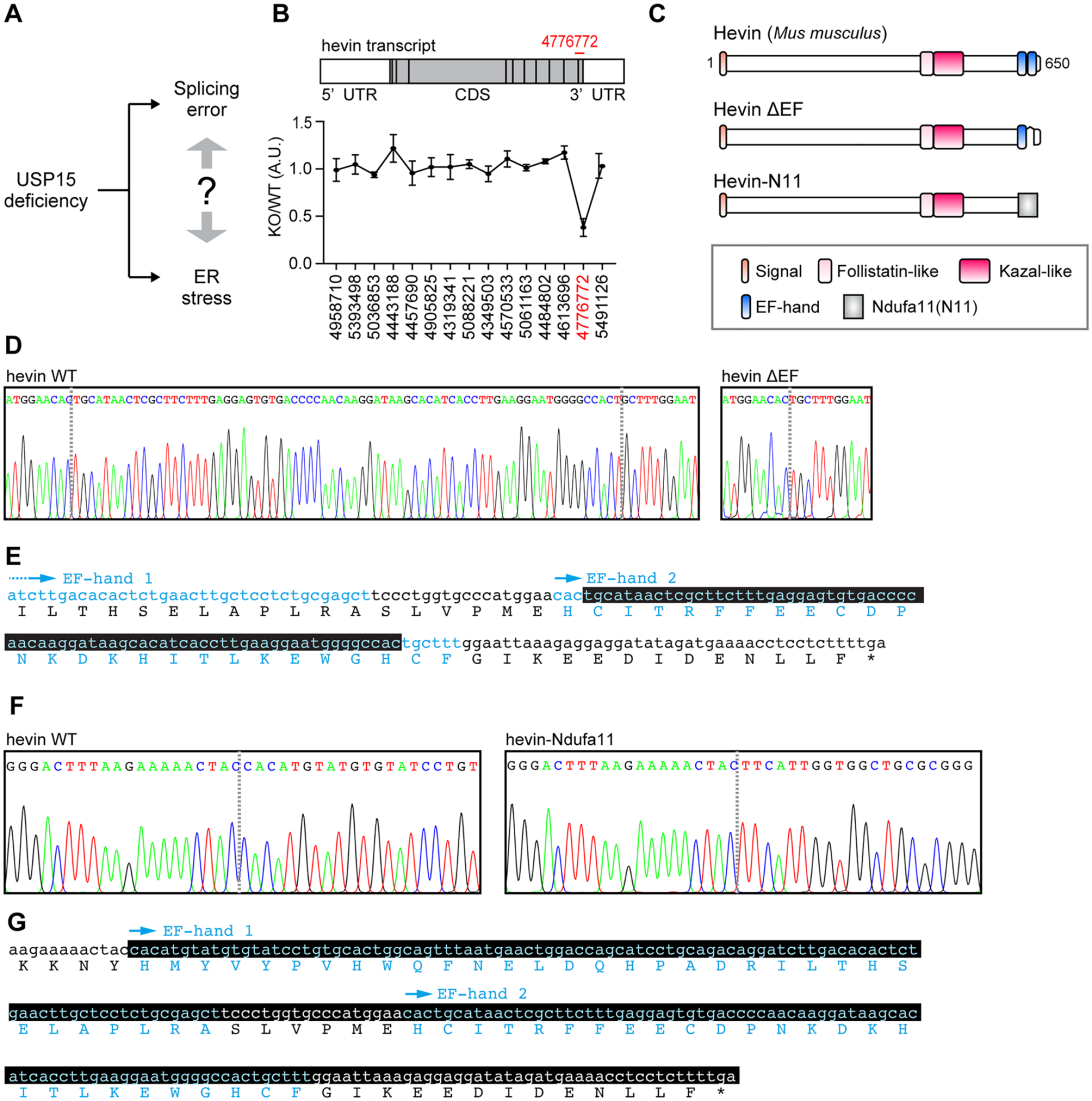
Hevin mutants lacking the EF-hand motif are generated in the *Usp15*-deficient brain. (**A**) The relationship between the splicing error and ER stress in the *Usp15*-deficient brain has not yet clarified. (**B**) Schematic structure of the hevin transcript in the *Usp15*-deficient mouse brain. The 3'-region of the hevin transcript (PSR/Junction ID: 4,776,772) is prone to be missing in the *Usp15*-deficient brain. (**C**) The putative schematic structures of Hevin mutants. (**D**–**G**) Sequence analyses of the 3'-regions of hevin transcripts. (**D**) DNA sequencing chromatogram of the 3'-region of hevin WT and ΔEF transcripts. (**E**) The 3'-region of hevin sequence. Black box indicates the lacking sequence in ΔEF mutant. Cyan indicates the EF-hand motif. (**F**) DNA sequencing chromatogram of the 3'-region of hevin WT and Ndufa11. (**G**) The 3'-region of hevin sequence. Black box indicates the lacking sequence in the Hevin-N11 mutant. Cyan indicates the EF-hand motif.

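Probe set 4776772 covers 25 bases of exon 10, aggatatagatgaaaacctcctctt, which is the length of a single probe of this type of array. Its log2 signal in cerebellum was 6.15, 5.28 and 5.92 in the wild-type arrays and 4.58, 4.75 and 3.82 in the *Usp15*-deficient arrays. Each *Usp15*-deficient array thus lay below each wild-type array (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). Such a separation was not particular to 4776772. Each *Usp15*-deficient cerebellum array lay above each wild-type array at 4484802 in exon 8 and at 4613696 in exon 9. At 5036853 in exon 3, each *Usp15*-deficient array lay below each wild-type array. The log2 changes of 4484802, 4613696 and 5036853 were smaller, at 0.11, 0.23 and -0.09. The log2 value of 4776772 was also taken relative to the median of the other 14 hevin probe sets on the same array. It was -5.81 ± 0.47 (SD, n = 3) in wild-type and -7.20 ± 0.53 (SD, n = 3) in *Usp15*-deficient arrays, a difference of -1.39. Relative to the gene-level value of Sparcl1, the log2 change was -1.46 from limma (adjusted p = 0.0738 over the 15 and adjusted p = 1.00 over all probe sets). The mean of 30656 probe sets lay within 0.5 log2 of that of 4776772. Of these, 13 had a log2 change at least as negative and 29 a rise at least as large. The 13 include 4776772 itself and *Usp15* probe sets 4427559 and 4842622.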

### Hevin mutants lacking the EF-hand motif activate the UPR signaling caused by abnormal trafficking

To investigate whether these mutants are secreted to the extracellular space, we constructed the expression plasmids of full-length Hevin mutants and transfected them into culture cells. Although Hevin WT was efficiently secreted to the extracellular space, the deletion mutant of EF-hand 2 (Hevin ΔEF) and the fusion protein between Hevin lacking the EF-hand and Ndufa11 C-terminal region (Hevin-N11) showed reduced secretion efficiency compared to Hevin WT (Fig. 2A). These data suggest that the integrity of the EF-hand motifs is crucial for the secretion of Hevin. We next examined whether Hevin mutants accumulate in the ER. To do this, we introduced each plasmid into HeLa cells and stained using an anti-Hevin antibody. Consequently, Hevin mutants were found to be prone to accumulate in the ER compared to Hevin WT (Fig. 2B,C). These data demonstrate that an abnormal EF-hand region suppresses a Hevin export from the ER. Next, we examined whether the accumulation of Hevin mutants activates the UPR pathway. The expression of both Hevin ΔEF and Hevin-N11 increased the mRNA of the UPR markers, *Bip* and *Chop* (Fig. 2D,E). Moreover, the protein level of BIP, which is the ER chaperone protein, was increased when Hevin mutants were expressed. Importantly, the BIP expression level was similar to that of thapsigargin-stimulated cells (Fig. 2F), suggesting that Hevin EF-hand deletion mutants accumulate in the ER and activate the UPR pathway.

**Figure 2:**
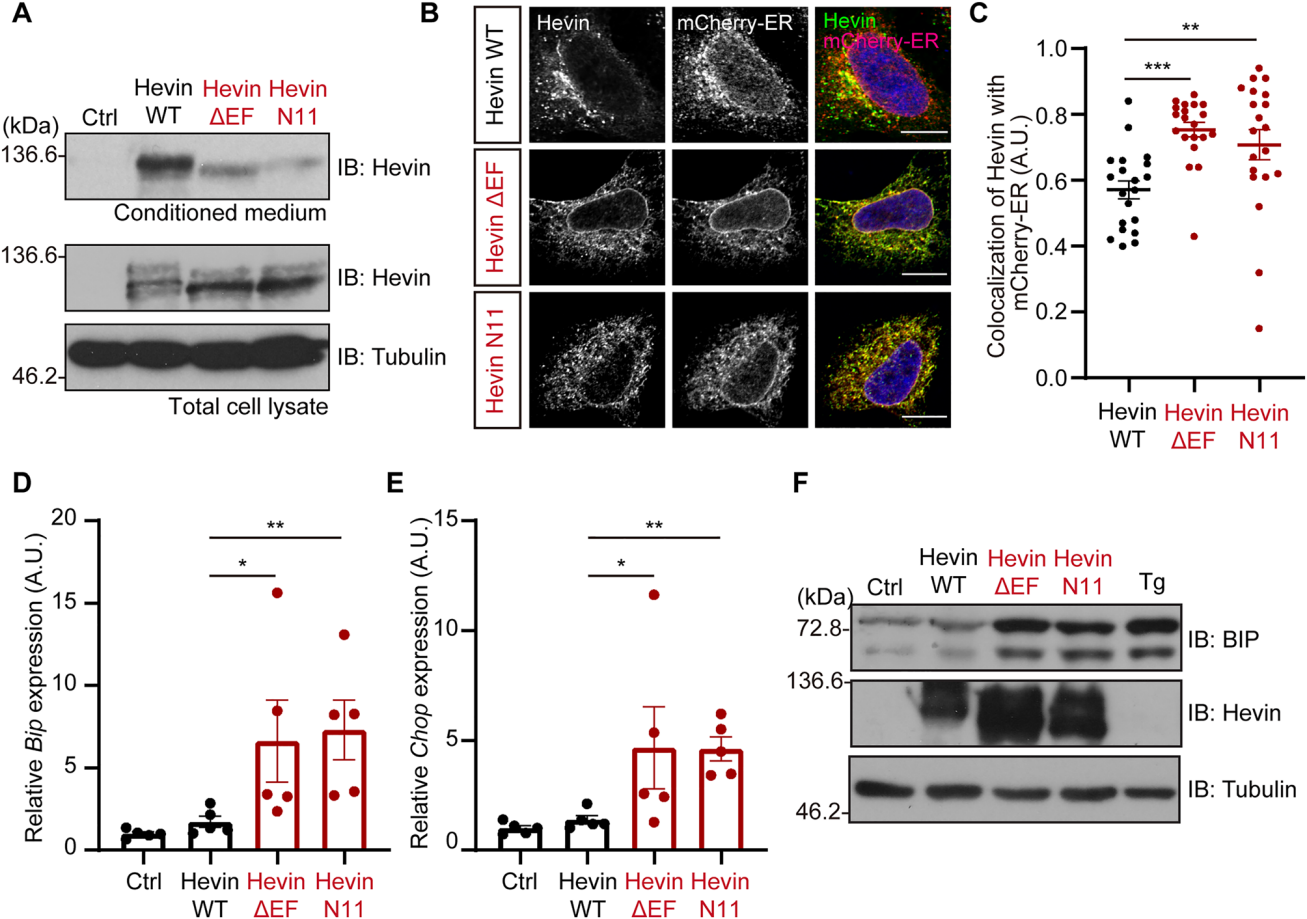
Hevin mutants lacking the EF-hand motif activate the UPR signaling caused by abnormal trafficking. (**A**) Immunoblotting of Hevin WT and mutants (ΔEF and N11). Neuro-2a cells were transfected for 48 h with expression vectors for Hevin WT or mutants (ΔEF or N11). The cell lysates and conditioned medium were subjected to immunoblot analysis using anti-Hevin and Tubulin antibodies. (**B**) Immunostaining of Hevin and mutants (ΔEF and N11). HeLa cells were transfected for 24 h with expression vectors for Hevin and mCherry-ER and subjected to immunocytochemistry. Scale bar: 10 μm. (**C**) Quantification of Pearson’s correlation coefficient as the degree of colocalization in the panel B. n = 20 cells, mean ± standard error of the mean (SEM), **p < 0.01, ***p < 0.001 versus Hevin WT, one-way analysis of variance (ANOVA) Dunnett’s test. (**D**, **E**) Total RNAs isolated from the Hevin-overexpressed Neuro-2a cells were conducted with qPCR analysis for measurement of Bip and Chop mRNAs. 5S rRNAs were used for normalization. n = 5; mean ± SEM; *p < 0.05, **p < 0.01 versus Hevin WT, one-way ANOVA Dunnett’s test calculated using the ΔCt value. (**F**) Immunoblotting of BIP, Hevin, and Tubulin. HEK293T cells were transfected for 72 h with expression vectors for Hevin WT or mutants (ΔEF or N11). Cells were stimulated with 500 nM Thapsigarging (Tg) for 24 h. The cells were then subjected to immunoblot analysis using anti-BIP, Hevin and Tubulin antibodies.

### ASD-associated W647R mutation of Hevin activates the UPR signaling

Both *SPARCL1* and *Usp15* mutations are associated with ASD^2,5,9,10^. Importantly, previous transcriptome analyses have identified single amino acid substitutions in SPARCL1/Hevin that are linked to ASD^5^. One of these mutants in which Trp^647^ is replaced with Arg is in the EF-hand motif that is also perturbed in *Usp15* knockouts^5^ (Fig. 3A, Supplementary Fig. 1). Strikingly, this amino acid is highly conserved among aves, rodents, and primates (Fig. 3B). Therefore, we postulated that this mutant [human W647R (hW647R)] could exhibit a similar cellular phenotype to the truncated Hevin mutants that we observed in *Usp15* KO mice in Fig. 2. First, to investigate whether this amino acid substitution in the EF-hand motif affects Hevin trafficking, we constructed an expression plasmid using the mouse Hevin sequence. Since human Trp^647^ corresponds to mouse Trp^633^ (Fig. 3B), we replaced mouse Trp^633^ with Arg [mouse W633R (mW633R)]. As we expected, the secretion efficiency in Hevin mW633R was attenuated compared to that in Hevin WT (Fig. 3C). In addition, the Hevin mW633R mutant was mostly localized in the ER, as well as Hevin ΔEF and Hevin-N11 (Fig. 3D and E) and was not transported to the Golgi apparatus efficiently (Fig. 3F and G). Furthermore, the expression of Hevin mW633R increased the mRNA level of the UPR markers, *Bip* and *Chop*, and the protein level of BIP (Fig. 3H–J), suggesting that a single amino acid substitution in the EF-hand causes Hevin accumulation in the ER, followed by activation of the UPR signaling. Next, we investigated the mechanisms through with the Hevin mutant increases ER stress. Since unfolded proteins promote dissociation of BIP from the ER stress sensors such as IRE1, leading to interaction with freed BIP, we examined whether Hevin mW633R exhibits unfolded protein-like behavior. We found that the binding affinity of Hevin mW633R to BIP is higher than that of WT (Fig. 3K and L). Importantly, Ca^2+^ existence has little effect on this binding. These data suggest that the Hevin mW633R mutant induces improper folding regardless of Ca^2+^ existence and supports our idea that the Hevin mutant exhibits a different structure compared to WT.

**Figure 3:**
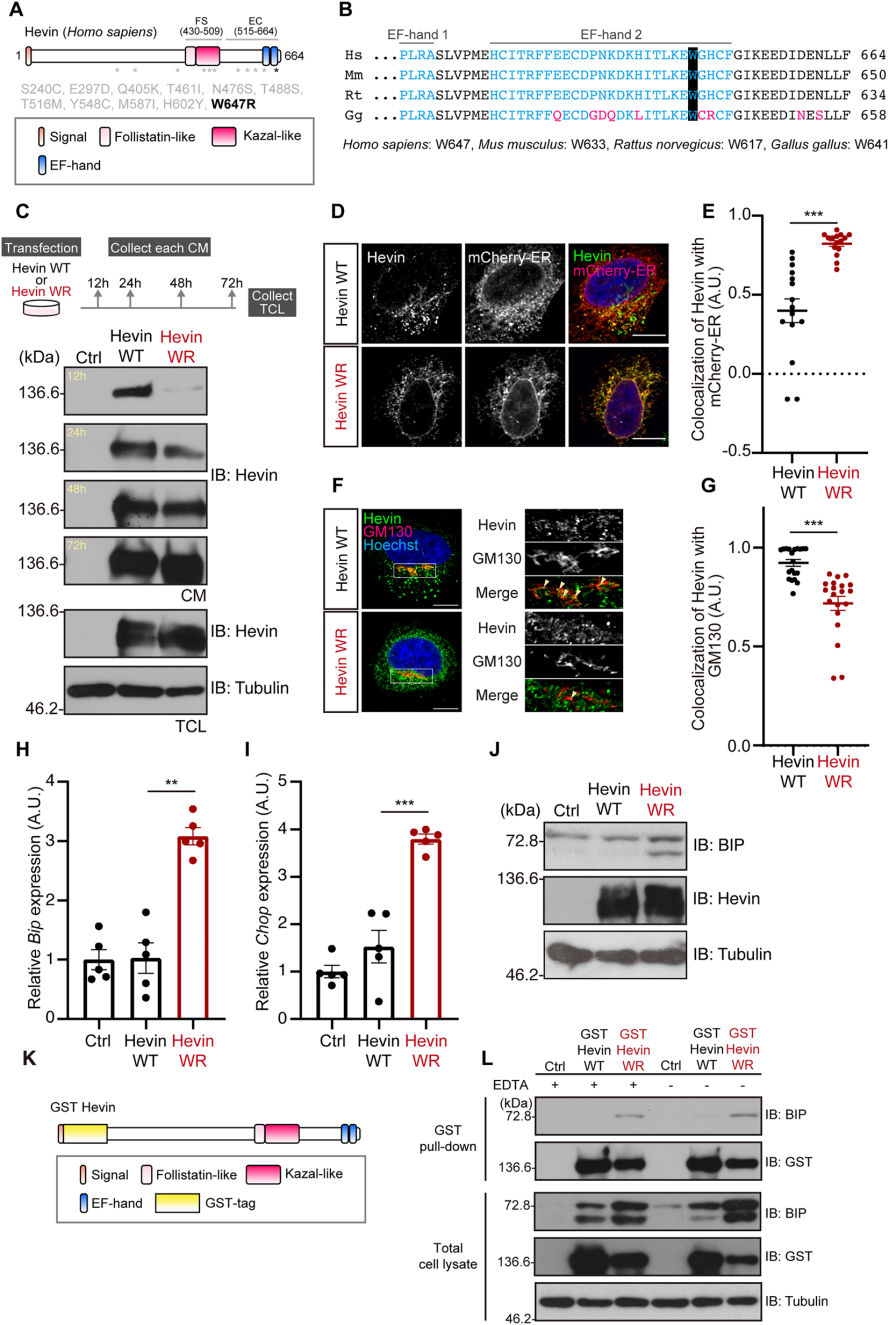
ASD-associated W647R mutant of Hevin activates the UPR signaling. (**A**) Location of ASD-associated Hevin mutations. (**B**) Amino acid of the EF-hand motif in each species. The human Trp^647^ is highly conserved. Cyan indicates the EF-hand motif, Magenta indicates non-conserved amino acid. (**C**) Immunoblotting of Hevin WT and mW633R mutant. Neuro-2a cells were transfected with expression vectors and collected at the indicated times. The upper panel indicates the experimental schedule. The transfection efficiencies were confirmed by observing co-expressed EGFP fluorescence. The cell lysates and conditioned medium were subjected to immunoblot analysis using anti-Hevin and Tubulin antibodies. The secretion rate of the Hevin WR mutant was delayed more than that of WT. CM; conditioned medium, TCL: total cell lysate (**D**) Immunostaining of Hevin WT and mW633R mutant. HeLa cells were transfected for 24 h with expression vectors for Hevin and mCherry-ER and subjected to immunocytochemistry. Scale bar: 10 μm. (**E**) Quantification of Pearson’s correlation coefficient as the degree of colocalization in the panel D. n = 15 cells, mean ± SEM, ***p < 0.001 by Student’s *t-*test. (**F**) Immunostaining of Hevin and mW633R mutant. HeLa cells were transfected for 24 h with expression vectors for Hevin and subjected to immunocytochemistry. Scale bar: 10 μm. (**G**) Quantification of Manders’ coefficient as the degree of colocalization of Hevin with GM130 in the panel F. n = 20 cells, mean ± SEM, ***p < 0.001 by Student’s *t-*test. (**H**, **I**) Total RNAs isolated from the Hevin-overexpressed Neuro-2a cells were conducted with qPCR analysis for measurement of *Bip* and *Chop* mRNAs. 5S rRNA were used for normalization. n = 5; **p < 0.01, ***p < 0.001 versus Hevin WT, one-way ANOVA Dunnett’s test calculated *p*-value using the ΔCt value. (**J**) Immunoblotting of BIP, Hevin, and Tubulin. Neuro-2a cells were transfected for 72 h with expression vectors for Hevin WT or mW633R mutants. The cell lysates were then subjected to immunoblot analysis using anti-BIP, Hevin, and Tubulin antibodies. (**K**) Schematic structure of GST-Hevin. (**L**) Pull down of GST-Hevin and endogenous BIP in HEK293T cells. GST-Hevin was precipitated with Glutathione Sepharose beads and immunoblotted with anti-GST, BIP, and Tubulin antibodies.

### Hevin W647R mutant shows improper folding of the hydrophobic core

Because BIP tends to recognize the hydrophobic sites of misfolded proteins^25,26^, we speculate that the Hevin WR mutant exhibits structural instability. To verify this hypothesis, a set of μs-order all-atom molecular dynamics (MD) simulations was performed for the EC domain (515–664 amino acid) of WT and hW647R mutant (Fig. 4A). As the first analysis of both trajectories, the root-mean-square deviation (RMSD) for each initial structure during each MD simulation was calculated. As shown in the RMSD profiles, the hW647R system structurally fluctuated compared to the WT system since the hW647R RMSD value increased during the MD simulations, indicating that a replacement of Trp^647^ with Arg causes an structural instability (Supplementary Fig. 2A–D). To address the origin of this structural fluctuation, the solvent-accessible surface area (SASA) was measured in both systems. It is reasonable to measure the SASA values to address the mutational effect since the structural fluctuation might be caused by a protein surface deformation, in which a part of the protein surface of the WT system might be exposed to the external solvent upon this amino acid substitution. For all of the residues included within 8 Å around the mutation site, their SASA distributions significantly changed in shape, and the SASA values increased in the hW647R system compared to the WT system (Fig. 4B and C). These analyses indicate that this amino acid substitution causes structural fluctuation of the hW647R system. As the second analysis, the radial distribution function (RDF) of water was defined for all of the residues included within 8 Å around the mutation site. The RDFs around each residue allow for identifications of the essential residues that increase SASA. Among all of the calculated distributions, the RDFs of water around V520 showed characteristic profiles (Fig. 4D), where the RDF around V520 for the hW647R system significantly increased compared to that for the WT system. This increase in RDF indicates that the water density around V520 became higher due to the point mutation. Based on the difference in these RDFs, the difference in the density of water was compared among the corresponding residues as follows:

$$\mathop \sum \limits_{r} \Delta {\text{g}}\left( r \right) = \mathop \sum \limits_{r} {\text{g}}\left( r \right)_{{{\text{WT}}}} - {\text{g}}\left( r \right)_{{{\text{W}}647{\text{R}}}} .$$

From the decomposed accumulation, we focused on the top ten residues with the especially large RDF differences (Fig. 4E). Based on the structural observation in the WT system, the hydrophobic residues included in the top ten residues had showed characteristic properties, that is, they tightly contacted each other and constructed a core site. Notably, this core formed in the WT system was not formed in the hW647R system (Fig. 4F and G). To evaluate the structural changes of the hydrophobic core quantitively, the radius of gyration (*R*_g_) of seven hydrophobic residues was measured. The *R*_g_ value of these hydrophobic residues characterizes the size of each hydrophobic core. The distributions of *R*_g_ differed between the two systems (Fig. 4H,I). Specifically, the median value of *R*_g_ measured in the WT system was 8.847 Å while that measured in the hW647R system was 9.675 Å, indicating that the hydrophobic core of the hW647R system was changed. Therefore, it is likely that Hevin hW647R has improper folding around the hydrophobic residues, resulting in structural instability.

**Figure 4:**
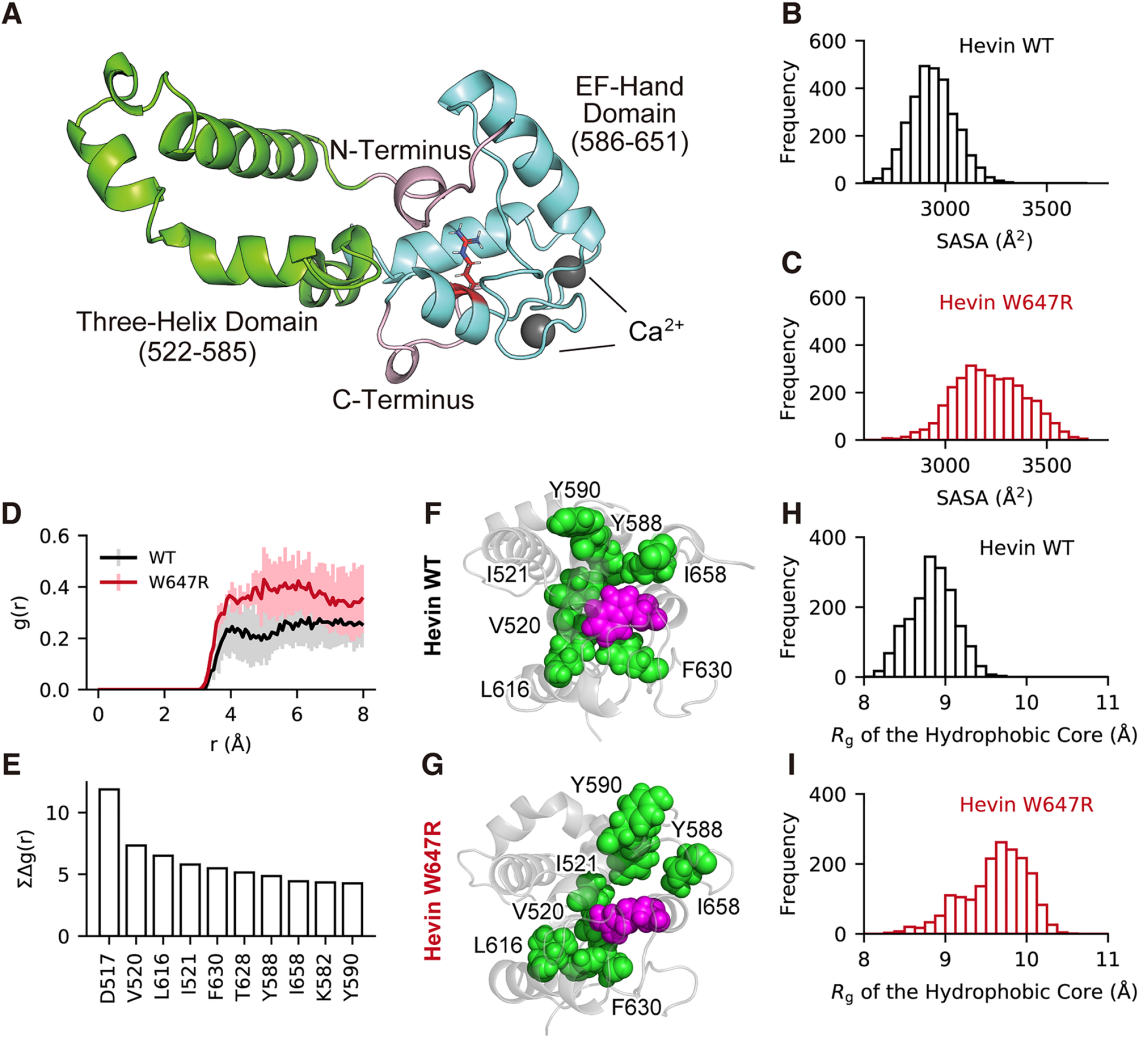
Hevin W647R mutant shows improper folding of the hydrophobic core. (**A**) The modeled structure of the WT Hevin system (EC domain). Each color represents the three-helix domain (green), EF-hand domain (cyan), and the N or C terminals (pink), respectively. The spheres (grey) represent Ca^2+^ ions. The structure is reconstituted from the data in the previous research^22^ (**B**, **C**) The SASA distribution of all of the residues included within 8 Å around the mutation site. (**D**) Characteristic RDFs of water around V520 with their standard deviations. (**E**) The accumulation of the difference in the RDFs of water between the WT and W647R systems, i.e., $$\mathop \sum \limits_{r} \Delta {\text{g}}\left( r \right) = \mathop \sum \limits_{r} {\text{g}}\left( r \right)_{{{\text{WT}}}} - {\text{g}}\left( r \right)_{{{\text{W}}647{\text{R}}}}$$, versus the top ten residues. (**F**, **G**) A set of configurations of each hydrophobic core (D517, V520, L616, I521, F630, T628, Y588, I658, K582 and Y590), where the hydrophobic core and mutated residues are highlighted in green and magenta. (**H**, **I**) The Rg distributions of each hydrophobic core.

## Discussions

In this study, we identified that the defects in the Hevin EF-hand motif decrease secretion efficiency and accumulate in the ER. In addition, the ASD-associated Hevin mutant also shows impaired trafficking and hampered an export from the ER. Indeed, the Hevin mutant exposes a hydrophobic region, which is normally hidden inside, to the surface, inhibiting the export of Hevin from the ER and activating the UPR pathway (Fig. 5). Thus, our findings provide a potential mechanism that links an ASD mutation in the *SPARCL1* gene to UPR.

**Figure 5:**
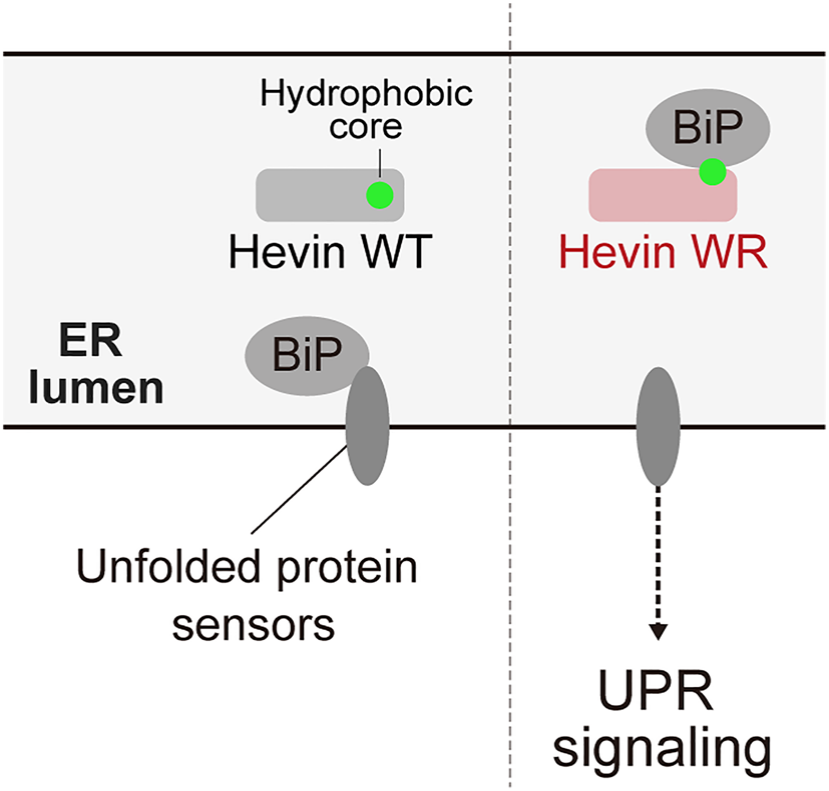
Model describing the dynamics of Hevin WT and WR mutant in the ER. BIP associates with Hevin WR mutant and triggers the UPR activation.

Here, we found that this single amino acid substitution in the EF-hand has two cellular phenotypes. First, the expression of Hevin WR activates the UPR pathway. Second, the mutation attenuates the secretion efficiency. As such, we presume that the activation of the UPR pathway and/or the decrease of secretion efficiency are possible mechanisms that connect the Hevin dysfunctions to ASD. Previously, ER stress was proposed as a cellular mechanism related to the onset of ASD^27^. In fact, the UPR-related transcripts are dysregulated in the frontal cortices of ASD patients^28^. In most cases of regulating the UPR, three distinct pathways, the inositol-requiring enzyme 1 (IRE1)—X-box binding protein 1 (XBP1) pathway, protein kinase R-like ER kinase (PERK)—eukaryotic initiation factor 2α (eIF2α) pathway, and activating transcription factor 6 (ATF6) pathway, are upregulated by the ER stress, such as abnormal Ca^2+^ homeostasis in the ER and perturbed ER-Golgi trafficking. Because Hevin is predominantly expressed in astrocytes, it is likely that the perturbed the UPR pathways in astrocytes could be an important mechanism underlying ASD pathogenesis. A key question for future research is the biological relevance of how the ER stress response in astrocytes contributes to neural circuits and brain homeostasis. In *Caenorhabditis elegans*, overexpression of Xbp1 in astrocyte-like glial cells extends the life span via changing neuropeptide secretion machinery^29^. This observation demonstrates that upregulation of the UPR in astrocyte-like glial cells is pivotal for regulating ER stress resistance and longevity, exhibiting a positive effect in nematodes. Interestingly, a mutation in *Xbp1* is responsible for the onset of bipolar disorder^30^. Hence, these results raise the interesting hypothesis that dysfunctions of the Xbp1 axis could also regulate both neurodevelopmental and psychiatric disorders. In contrast, overactivation of PERK-eIF2α signaling in astrocytes causes neuronal loss and neurodegeneration in mice^31^. Strikingly, impaired UPR signaling markedly changes their secretory factors from astrocytes, suggesting that each UPR signaling in astrocytes regulates the surrounding cells in a non-cell-autonomous manner. Thus, it is plausible that the upregulation of ER stress induced by Hevin WR may change the global secretome, resulting in circuit dysfunction that is causal to ASD. Another possibility is that UPR signaling controls the timing of neural and glial differentiation. For instance, OASIS, a subfamily of ATF6, controls proper UPR signaling and regulates astrocyte differentiation in the embryonic stage^32^. Since perturbed glial differentiation brings about developmental disorders, it is plausible that Hevin mutant-induced ER stress during the embryonic period influences glial differentiation, leading to the development of ASD. Previously, various maternal immune activations (MIAs), such as exposures to environmental irritants and infections with pathogens, have been reported to cause ASD. Intriguingly, MIA activates the PERKs-eIF2α pathway and inhibits new protein synthesis. Either genetic or pharmacological inhibition of this pathway improves MIA-induced ASD-like behavior^33^, supporting the idea that ER stress is related to ASD.

Hevin promotes synaptogenesis through stabilizing the interaction between NRX1α and NL1B^20^. The structure of Hevin is divided into three main parts, the acidic domain, FS domain, and EC domain^22^. The FS domain binds to NRX1α and NL1B concurrently, and the EC domain, of Hevin, including the EF-hand motif, is predicted to be essential for interacting with the collagen in a Ca^2+^-dependent manner^22,23^. We found that only a small amount of the Hevin mW633R mutant can be secreted to the extracellular space even in a mutation of the EF-hand. These data imply that exposure to the hydrophobic region of the C-terminus may result in the acquiring of novel functions that disturb innate functions in the extracellular space even in the presence of Ca^2+^. One hypothesis is that the binding affinity between Hevin and collagen proteins is changed and affects the functions of synaptogenesis. Ehlers-Danlos syndromes, which exhibit autism-like phenotypes, arise from mutation in *Col1A* and *Col5A* genes^34^. Therefore, the Hevin WR mutant could also impact the conditions of the extracellular matrix and brain microenvironment. Previous studies have reported that Sparc, a homolog of Hevin, suppresses synaptogenesis. Intriguingly, the deletion mutant lacking an acidic domain (SLF) exhibits a similar phenotype as Sparc in which SLF suppresses synaptogenesis^35^. Hevin is also cleaved at the center region (approximately 350 amino acids) by a metalloprotease, ADAMTS4, and produces the fragment containing both FS and EC domains^36^. Therefore, it is likely that Hevin hW647R mutant acquires a distinct function, like Sparc and SLF. However, further studies will be needed to clarify this possibility in the future.

Previous studies have reported that other mutations in the *SPARCL1 gene* associated with ASD have been revealed, and most mutations reside in the FS domain and EC domain^5^ (see Fig. 3A). Mutations in which Thr^516^ and Met^587^ are replaced with Met and Ile, respectively, are next to the residue (Asp^517^ and Tyr^588^) with large RDF differences. Thus, it is likely that the native hydrophobic core is unfolded when these amino acids are substituted. ASD-associated amino acid substitutions around the EF-hand motif may change the native hydrophobic core, resulting in a fluctuated structure of Hevin. Notably, Ca^2+^ deprivation has less effect on the binding between BIP and the Hevin WR mutant. Thus, it is plausible that exposure of the hydrophobic region covered not only by Trp^647^ but also by Thr^516^ and Met^587^ impairs Hevin secretion and synaptogenesis, regardless of Ca^2+^.

In summary, here we found that the EF-hand motif in Hevin plays an important role for proper trafficking to the extracellular spaces. A loss of this domain causes protein accumulation in the ER and activates the UPR pathway. Furthermore, we found that ASD-associated mutation in which Trp^647^ is replaced with Arg exhibits a similar phenotype in cells. Importantly, in the hW647R mutant Hevin the hydrophobic core of the EF hand is exposed to the surface likely causing structural instability. Taken together, our findings provide multiple molecular mechanisms linking an ASD point mutation in the *SPARCL1* gene with cellular phenotypes underlying the onset of ASD.

## Materials and methods

### Plasmids

Mouse Hevin cDNA was amplified from pMD-mSPARCL1 (Sino Biological Inc. MG50544-M) and cloned into pCRblunt. The deletion mutant of EF-hand (Hevin ΔEF) was constructed using the inverse plymerase chain reaction (PCR) method. Briefly, Hevin ΔEF cDNA was amplified from pCRblunt-Hevin, followed by conducting a T4 polynucleotide kinase reaction (TAKARA). After phosphorylation, this fragment was self-ligated and constructed a circular plasmid as a pCRb-Hevin ΔEF. The Hevin-Ndufa11 (Hevin-N11) fragment was amplified from Hevin cDNA and Ndufa11 cDNA was obtained from the 3'-RACE method; next, these fragments were ligated using an In-Fusion system (TAKARA). The Hevin-N11 fragment was inserted into the pCR-blunt using the In-Fusion system. The gene encoding Hevin mW633R was generated by a quick-change method using KOD polymerase. The GST-Hevin proteins were generated by the SLiCE method^37^. Briefly, the full-length Hevin cDNA was amplified using KOD plus DNA polymerase (TOYOBO) and inserted into the BglII sites of pCS4 vector. The GST-tagged Hevin and Hevin mW633R mutant were generated using the SLiCE reaction. The GST fragment was subcloned from pGEX-6P-1 plasmid into the site between the Hevin signal-peptide and another part using the SLiCE reaction. The primers used were as follows:

- Full-length Hevin forward, 5′-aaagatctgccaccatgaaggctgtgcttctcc-3′;
- Full-length Hevin reverse, 5′-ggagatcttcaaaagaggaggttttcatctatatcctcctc-3′;
- Hevin ΔEF inverse sense, 5′-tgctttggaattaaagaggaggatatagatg -3′;
- Hevin ΔEF inverse antisense, 5′-gtgttccatgggcaccaggg-3′;
- N-terminal Hevin forward, 5′-gctggaattcaggagtgaaggctgtgcttc-3′;
- N-terminal Hevin reverse, 5′-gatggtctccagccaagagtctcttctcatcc-3′;
- C-terminal Hevin-Ndufa11 mutants forward, 5′-gagactcttggctggagaccatcccattg-3′;
- C-terminal Hevin-Ndufa11 mutants reverse, 5′-tctgcagaattcaggacaccttgggggtag-3′;
- Hevin W633R mutant forward, 5′-gaaggaacggggccactgc-3′;
- Hevin W633R mutant reverse, 5′-gcagtggccccgttccttc-3′;
- Hevin (pCS4) for SLiCE forward, 5′-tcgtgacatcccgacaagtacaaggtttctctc-3′;
- Hevin (pCS4) for SLiCE reverse, 5′-tataggggatgccacagcggttcccaag-3′;
- GST for SLiCE forward, 5′-ctgtggcatcccctatactaggttattgg-3′;
- GST for SLiCE reverse, 5′-ttgtcgggatgtcacgatgcgg-3′;

### 3′-rapid amplification of cDNA ends (3′-RACE)

Total RNAs from WT and *USP15*-deficient brains were isolated by ISOGEN II (NIPPON GENE) according to the manufacturer’s instructions. The cDNAs were synthesized by reverse transcriptase and 100 units of ReverTra Ace (TOYOBO) together with 25 pmol random hexamer primer (TOYOBO), 20 nmol dNTPs, and total RNAs. The 3′-region of the hevin transcript was determined using the 3′-RACE method. First-strand synthesis was conducted using the Hevin outside primer and Hevin adaptor primer. Then, the second round of PCR was conducted using the Hevin inside primer and Hevin amplification primer. The 3′-fragment amplified by 3′-RACE was inserted into the pCR-blunt and the DNA sequences were analyzed. The primers used were as follows:

- Hevin outside primer, 5′-aaatgctgaaccttcagatgagggc-3′;
- Hevin adaptor primer, 5′-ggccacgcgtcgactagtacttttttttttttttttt-3′;
- Hevin inside primer, 5′-agagactcttggctggagaccatc-3′;
- Hevin amplification primer, 5′-ggccacgcgtcgactagtac-3′;

### Antibodies

For immunoblotting goat anti-Hevin (1:1000, R&D Systems, Cat# AF2836), mouse anti-Tubulin (1:1000, Sigma, DM1A), rabbit anti-BIP (1:1000, Cell Signaling, CB0B12), and mouse anti-GST (1:500, Santa Cruz, B14) antibodies were used as primary antibodies. Horseradish peroxidase-conjugated anti-mouse IgG, anti-rabbit IgG, and anti-goat IgG (1:20,000, respectively, SeraCare) antibodies were used as secondary antibodies. For immunofluorescence, rabbit anti-RFP (1:500, Rockland, Cat# 600-401-379), goat anti-Hevin (1:500, R&D Systems, Cat# AF2836), and mouse anti-GM130 (1:500, MBL, Cat# M179-3) were used as primary antibodies. Alexa Fluor 488 donkey anti-goat IgG H&L (1:500, Thermo Fisher Scientific), DyLight 594 donkey anti-rabbit IgG H&L (1:500, abcam), and DyLight 594 donkey anti-mouse IgG H&L (1:500, abcam) antibodies were used as secondary antibodies.

### Cell culture and transfection

HEK293T^38,39^ cells and HeLa cells^38,39^ were cultured in Dulbecco's modified Eagle's medium (high glucose) (Wako) containing 5% fetal bovine serum (FBS), 100 units penicillin, and 100 mg streptomycin (P/S Thermo Fisher Scientific). Cells were transfected using polyethyleneimine MAX (PEI Max) (Polyscience). The amounts of the plasmids and PEI Max were optimized in proportion to the relative surface area and number of cells. Cells were plated at 1.5 to 5.0 × 10^5^ cells in 4 ml per 60 mm dish and incubated at 5% CO_2_ and 37 °C for 1 day. The plasmids (8.0—16.0 μg) were mixed with 500 μl of Opti-MEM (Thermo Fisher); 1.0 μg/μl of PEI Max (32.0—64.0 μl) was mixed with 500 μl of Opti-MEM in another tube. Both solutions were combined and incubated for 20 min at room temperature, followed by adding these mixtures to cells. After incubation for 1 h, the media were changed to fresh culture medium. Neuro-2a cells were cultured in Eagle's minimum essential medium (Wako) containing 10% FBS and P/S. Cells were plated at 1.5 × 10^5^ cells on a 6-well plate and incubated at 5% CO_2_ and 37 °C for 1 day. The plasmids (4.0 μg) were mixed with 250 μl of Opti-MEM (Thermo Fisher); and 1.0 μg/μl of PEI Max (8.0 μl) was mixed with 250 μl of Opti-MEM in another tube. Both solutions were combined and incubated for 20 min at room temperature, followed by adding these mixtures to cells. After incubation for 4 h, the media were changed to fresh culture medium. HeLa cells and 293 T cells were obtained from American Type Culture Collection (ATCC, US). Neuro-2A cells were obtained from JCRB Cell Bank (NIBIOHN, Japan).

### Immunocytochemistry

HeLa cells were plated at 5.0 × 10^4^ cells and incubated on 15 mm coverslips on a 12-well plate for 1 day and then transfected with indicated plasmids. After the incubation for 24 h, the cells were washed in PBS and fixed with 4% paraformaldehyde (Merck KGaA) in PBS for 10 min at 4 °C. The coverslips were washed in PBS and blocked with 5% bovine serum albumin (BSA; Wako) in PBS with 0.4% Triton X-100 (MP Biomedicals), then incubated with primary antibodies diluted in blocking solution overnight at 4 °C. After washing with PBS, the cells were incubated with secondary antibodies diluted in blocking solution for 30 min at room temperature. Nuclei were stained with 10 μg/ml Hoechst 33,342 (Life Technologies). The coverslips were then mounted onto slides using FLUOROSHIELD Mounting Medium (ImmunoBioScience). Fluorescent images were obtained using confocal laser scanning fluorescence microscopy (ZEISS, LSM700) with a 63x (Plan-Apochromat 63x/1.4 Oil DIC) or 100x (αPlan-Apochromat 100x/1.46 Oil DIC) objective. The diode excitation lasers (Diode 405, Diode 488, and Diode 555) were operated and directed to a photomultiplier tube (LSM T-PMT, Carl Zeiss) through a series of band pass filters (Ch1:BP420-475 + BP500-610, Ch2:BP490-635, and Ch3:BP585-1000).

### Colocalization analysis

Colocalization analysis of immunofluorescence signals was performed according to the previous study^40^. The colocalization values (Pearson’s co-efficients or Manders’ co-efficients) were calculated using the immunofluorescence signals of Hevin and either mCherry-ER or GM130 from representative images by Fiji plugin Coloc-2. All data were reproduced in at least two independent experiments.

### GST pull-down assay

HEK293T cells were plated at 5.0 × 10^5^ cells and incubated for 1 day and then transfected with indicated plasmids. After the incubation for 48 h, cells were washed with PBS and collected with lysis buffer [20 mM Tris–HCl (pH 7.5), 150 mM NaCl, 0.5% NP-40, 1 mM DTT, 1 mM PMSF, 3 µg/ml leupeptin, 3 µg/ml Pepstatin A, and 5 µg/ml aprotinin] in the presence or absence of 1 mM EDTA. Cell lysates were centrifuged at 14,000 rpm for 5 min. The supernatants were mixed with Glutathione Sepharose beads (GE Healthcare) and then incubated for 2 h at 4 °C with rotation. The precipitants were washed 3 times with lysis buffer and subjected to immunoblot analysis. All data were reproduced in at least two independent experiments.

### Immunoblot analysis

HEK293T cells or Neuro-2a cells were plated at 0.8 or 1.5 × 10^5^ cells on a 6-well plate and incubated at 37 °C with 5% CO_2_ for 1 d. Cells were transfected and then incubated for 3 days. The cells were collected with lysis buffer [20 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 0.5% NP-40, and 1 mM DTT]. Cell lysates were centrifuged at 14,000 rpm for 5 min. The supernatant was run on SDS-PAGE for protein separation, followed by electrophoretic transfer to a polyvinylidene difluoride membrane (Pall). After 1 h blocking by 5% skim milk at room temperature, membranes were incubated with primary antibodies overnight at 4 °C. The proteins on the membranes were then detected with HRP-conjugated secondary antibodies and chemiluminescence reagents (Chemi-Lumi One Super, Nacalai Tesque). All data were reproduced in at least two independent experiments.

### Quantitative real-time PCR (qPCR)

Neuro-2a cells (1.5 × 10^5^ cells/ 6-well plate) were cultured for 24 h and then transfected with indicated plasmids. After the incubation for 48 h, the cells were washed in PBS and collected with ISOGEN II (NIPPON GENE). Total RNAs from cells were isolated according to the ISOGEN II manufacturer’s instructions. The cDNAs were synthesized by reverse transcriptase, 100 units ReverTra Ace (TOYOBO) together with 25 pmol Random Primer (nonamer; TOYOBO), 20 nmol dNTPs and 500 ng total RNAs. Quantitative (q)PCR was performed on a 96-well plate (Scientific Specialties) using THUNDERBIRD SYBR qPCR Mix (TOYOBO) in an Applied Biosystems 7900HT Fast Real Time PCR System (Applied Biosystems). The relative quantity of the target expression was calculated by 2^−ΔΔCt^ methods using SDS Software 2.4.2 (Applied Biosystems) with the following calculation. The relative quantity = 2^-ΔΔCt^, ΔΔCt = (Ct^target^ − Ct^5S^)_sample_ − (Ct^target^ − Ct^5S^)_reference_; Ct, threshold cycle. All data were reproduced in at least two independent experiments. The primers used were as follows:

- 5S rRNA forward, 5′-cggccataccaccctgaac-3′;
- 5S rRNA reverse, 5′-gcggtctcccatccaagtac-3′;
- BiP forward, 5′-gagactgctgaggcgtattt-3′;
- BiP reverse, 5′-cctcatgacattcagtccag-3′;
- Chop forward, 5′-ctggaagcctggtatgaggat-3′;
- Chop reverse, 5′-cagggtcaagagtagtgaaggt-3′;

### Molecular dynamics (MD) simulation

The WT and W647R systems of Hevin were prepared to conduct an MD simulation. In each system, only the EC domain (511–663) of Hevin was considered. The WT and mutant (W647R) systems were modeled using a crystal structure (PDB code: 7KBU)^22^. To model the W647R system, this amino acid substitution was induced using the Pymol program (The PyMOL Molecular Graphics System, Version 2.0 Schrödinger, LLC.). In each system, the missing amino acid residues were added using the SWISS-MODEL program^41^. The modeled structures were solvated with the TIP3P water model^42^ in an orthorhombic box. The LINCS^43^ and SETTLE^44^ algorithms were adopted to extend the MD time step to 2 fs. The modified Berendsen thermostat^45^ and Parrinello–Rahman method^46,47^ controlled the temperatures and pressures of all systems, respectively. The particle mesh Ewald method^48^ evaluated electrostatic interactions using a real-space cutoff value of 10 Å. The cutoff value for the van der Waals interactions was set to 10 Å. All of the MD simulations were performed with the GPU version of the GROMACS 2020 package^49^ using the Amber 14SBonlysc force field^50^. Before conformational sampling, energy minimizations on the initially modeled systems removed the steric crashes of atoms. Subsequently, 100-ps *NVT* (*T* = 300 K) and 100-ps *NPT* (*T* = 300 K and *P* = 1 bar) MD simulations relaxed each system. Lastly, the final snapshots of the *NPT* simulations on each system were specified as the starting configurations of their production runs. To generate statistically reliable MD trajectories, multiple 1-μs MD simulations (1-μs × 3 runs for each system) were independently started from each relaxed configuration by regenerating their initial velocities. Finally, the first 0.4-μs trajectories were considered as the equilibration phase, and the remaining 0.6-μs trajectories were used for analyses in each system.

### Statistical analysis

Prism ver.8.4.3 software (GraphPad Software, Inc.) was used for all statistical analyses. Statistical significance was analyzed using Student's *t*-test and analysis of variance (ANOVA) followed by Dunnett’s test.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The GEO accession number for the array data set is GSE145385^11^. The PDB code of the Hevin crystal structure is 7KBU^22^. The authors declare no competing interests.

# Supplementary material for: Autism-associated mutation in Hevin/Sparcl1 induces endoplasmic reticulum stress through structural instability
**Source:** Sci Rep. 2022 Jul 13;12:11891. doi: 10.1038/s41598-022-15784-5

Autism-associated mutation in Hevin/Sparcl1 induces endoplasmic reticulum stress through structural instability

Takumi Taketomi, Takunori Yasuda, Rikuri Morita, Jaehyun Kim, Yasuteru Shigeta, Cagla Eroglu, Ryuhei Harada, Fuminori Tsuruta

Supplementary Fig.1

Human Hevin sequence. Upper: Q14515_1 (UniProtKB, SPRL1_HUMAN), Lower: Q14515-2 (UniProtKB, SPRL1_HUMAN), yellow boxes indicate ASD-associated mutation sites. red box indicates FS domain, green box indicates EC domain.

Supplementary Fig. 2

RMSD profiles of wild type and W647R mutant. Time series of root-mean-square deviation (RMSD) with respect to each initial structure for 1 μ s of (A) wild type and (B) W647R mutant. (C)(D) RMSD distributions of (A) wild type and (B) W647R mutant. Each color represents individual three 1- μ s MD simulations.

Supplementary Fig. 3

The full-length gels for each western blotting image. The dark grey squares cover irrelevant data in this manuscript.

Supplementary Table

Fold changes of hevin/sparcl1 transcript level (wild-type vs *Usp15*^{-/-}) extracted from the dataset of microarray analysis. 

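Supplementary Table S1 lists, for each of the 15 hevin probe sets, a log2 signal per genotype in cerebellum, a fold change and a p-value. The signals are Tukey biweight averages of the arrays of a genotype, a mean that gives less weight to an array far from the median of its group. The fold is linear and signed, positive where wild-type is higher and negative where the *Usp15*-deficient signal is higher. The p-value is that of each probe set tested alone, with no adjustment for the number of probe sets. Computed from the deposited values, the biweight signals of 4776772 were 5.88 in wild-type and 4.64 in *Usp15*-deficient cerebellum, a fold of 2.35, where the plain means gave a fold of 2.63. Over the 15 probe sets, the biweight signals lay within 0.005 of the table. At an unadjusted p under 0.05 the test of the table called 2 probe sets, 4776772, lower in the *Usp15*-deficient arrays, and 4484802 in exon 8, where they were higher by 0.11 on the log2 scale (95% confidence interval -0.26 to 0.48 from limma). After Benjamini-Hochberg adjustment over the 15 it called 0, with a smallest adjusted p of 0.22.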

The GEO accession number is GSE145385.

1 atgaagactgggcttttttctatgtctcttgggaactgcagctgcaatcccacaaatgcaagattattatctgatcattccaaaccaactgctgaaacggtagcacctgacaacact
1 M K T G L F F L C L L G T A A A I P T N A R L L S D H S K P T A E T V A P D N T

121 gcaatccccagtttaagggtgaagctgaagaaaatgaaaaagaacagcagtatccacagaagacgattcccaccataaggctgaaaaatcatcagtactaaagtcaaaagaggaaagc
41 A I P S L R A E A E E N E K E T A V S T E D D S H H K A E K S S V L K S K E E S

241 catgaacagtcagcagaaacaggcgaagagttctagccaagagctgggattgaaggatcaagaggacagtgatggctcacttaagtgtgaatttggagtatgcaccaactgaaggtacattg
81 H E Q S A E Q G K S S S Q E L G L K D Q E D S D G H L S V N L E Y A P T E G T L

361 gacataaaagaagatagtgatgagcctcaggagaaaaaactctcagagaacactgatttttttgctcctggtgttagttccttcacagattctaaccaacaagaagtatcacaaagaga
121 D I K E D M S E P Q E K K L S E N T D F L A P G V S S F T D S N Q Q E S I T K R
1 M S E P Q E K K L S E N T D F L A P G V S S F T D S N Q Q E S I T K R

481 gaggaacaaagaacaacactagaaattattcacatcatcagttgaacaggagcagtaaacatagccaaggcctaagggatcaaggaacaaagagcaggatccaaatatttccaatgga
161 E E N Q E Q P R N Y S H H Q L N R S S K H S Q G L R D Q G N Q E Q D P N I S N G
36 E E N Q E Q P R N Y S H H Q L N R S S K H S Q G L R D Q G N Q E Q D P N I S N G

601 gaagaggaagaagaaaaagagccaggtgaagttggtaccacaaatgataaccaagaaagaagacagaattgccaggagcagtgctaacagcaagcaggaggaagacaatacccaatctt
201 E E E E E K E P G E V G T H N D N Q E R K T E L P R E H A N S K Q Q E E D N T Q S
76 E E E E E K E P G E V G T H N D N Q E R K T E L P R E H A N S K Q Q E E D N T Q S

721 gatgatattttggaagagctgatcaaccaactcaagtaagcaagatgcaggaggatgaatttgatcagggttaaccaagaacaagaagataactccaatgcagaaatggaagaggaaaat
241 D D I L E E S D Q P T Q V S K M Q E D E F D Q G N Q E Q E D N S N A E M E E E N
116 D D I L E E S D Q P T Q V S K M Q E D E F D Q G N Q E Q E D N S N A E M E E E N

841 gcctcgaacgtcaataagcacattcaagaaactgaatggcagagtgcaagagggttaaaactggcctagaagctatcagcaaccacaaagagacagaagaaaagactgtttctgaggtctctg
281 A S N V N K H I Q E T E W Q S Q E G K T G L E A I S N H K E T E E K T V S E A L
156 A S N V N K H I Q E T E W Q S Q E G K T G L E A I S N H K E T E E K T V S E A L

961 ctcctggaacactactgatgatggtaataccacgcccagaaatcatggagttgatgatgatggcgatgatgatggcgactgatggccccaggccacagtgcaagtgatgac
321 L M E P T D D G N T T P R N H G V D D D G D D D G D D G G T D G P R H S A S D D
196 L M E P T D D G N T T P R N H G V D D D G D D D G D D G G T D G P R H S A S D D

1081 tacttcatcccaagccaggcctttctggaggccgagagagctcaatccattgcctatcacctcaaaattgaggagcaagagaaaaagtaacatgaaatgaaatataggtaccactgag
361 Y F I P S Q A F L E A E R A Q S I A Y H L K I E E Q R E K V H E N E N I G T T E
236 Y F I P S Q A F L E A E R A Q S I A Y H L K I E E Q R E K V H E N E N I G T T E

1201 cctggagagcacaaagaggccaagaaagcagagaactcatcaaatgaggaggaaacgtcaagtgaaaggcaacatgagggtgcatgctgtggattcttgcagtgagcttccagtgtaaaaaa
401 P G E H Q E A K K A E N S S N E E E T S S E G N M R V H A V D S C M S F Q C K R
276 P G E H Q E A K K A E N S S N E E E T S S E G N M R V H A V D S C M S F Q C K R

1321 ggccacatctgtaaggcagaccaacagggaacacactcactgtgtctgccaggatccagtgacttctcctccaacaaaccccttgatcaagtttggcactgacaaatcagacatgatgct
441 G H I C K A D Q Q G K P H C V C Q D P V T C P P T K P L D Q V C G T D N Q T Y A
316 G H I C K A D Q Q G K P H C V C Q D P V T C P P T K P L D Q V C G T D N Q T Y A

1441 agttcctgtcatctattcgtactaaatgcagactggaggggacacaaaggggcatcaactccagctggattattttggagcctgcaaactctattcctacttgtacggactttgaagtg
481 S S C H L F A T K C R L E G T K K G H Q L Q L D Y F G A C K S I P T C T D F E V
356 S S C H L F A T K C R L E G T K K G H Q L Q L D Y F G A C K S I P T C T D F E V

1561 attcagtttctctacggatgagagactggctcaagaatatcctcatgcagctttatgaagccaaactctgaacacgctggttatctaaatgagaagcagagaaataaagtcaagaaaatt
521 I Q F P L R M R D W L K N I L M Q L Y E A N S E H A G Y L N E K Q R N K V K K I
396 I Q F P L R M R D W L K N I L M Q L Y E A N S E H A G Y L N E K Q R N K V K K I

1681 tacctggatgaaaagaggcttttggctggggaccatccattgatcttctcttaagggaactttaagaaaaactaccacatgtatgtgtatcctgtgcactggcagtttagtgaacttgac
561 Y L D E K R L L A G D H P I D L L L R D F K K N Y H M Y V Y P V H W Q F S E L D
436 Y L D E K R L L A G D H P I D L L L R D F K K N Y H M Y V Y P V H W Q F S E L D

1801 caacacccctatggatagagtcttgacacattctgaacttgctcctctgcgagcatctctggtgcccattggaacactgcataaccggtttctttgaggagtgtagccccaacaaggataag
601 Q H P M D R V L T H S E L A P L R A S L V P M E H C I T R F F E E C D P N K D K
476 Q H P M D R V L T H S E L A P L R A S L V P M E H C I T R F F E E C D P N K D K

EF-hand 1 EF-hand 2

1921 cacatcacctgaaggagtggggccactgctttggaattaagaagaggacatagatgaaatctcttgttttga
641 H I T L K E W G H C F G I K E E D I D E N L L F * 664
516 H I T L K E W G H C F G I K E E D I D E N L L F * 539

EF-hand 2

Supplementary Fig.1 Taketomi et al.

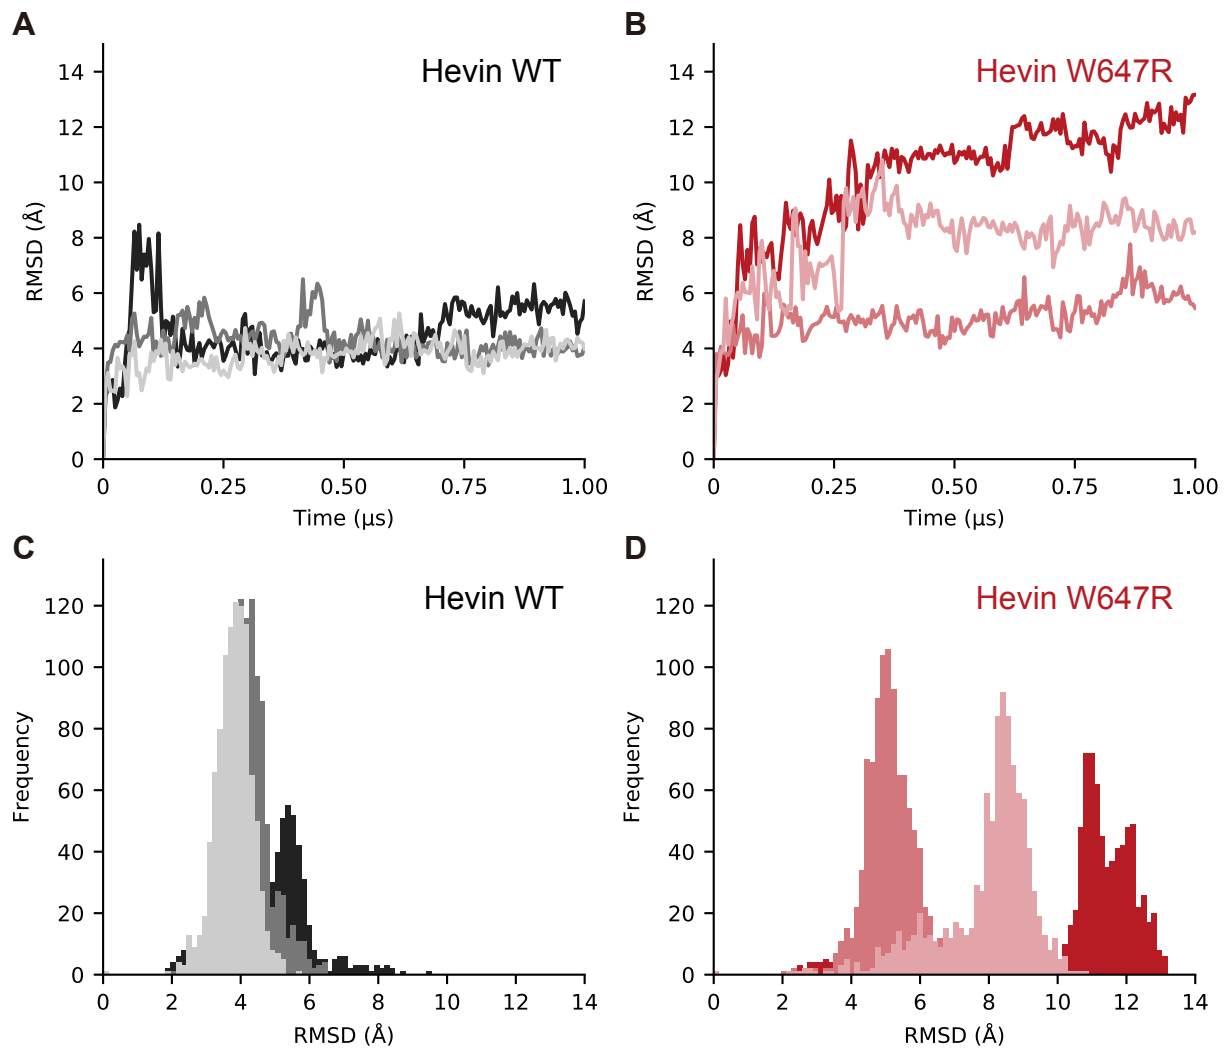

Fig. 2A

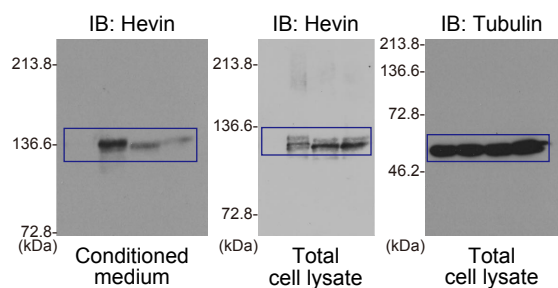

Fig. 2F

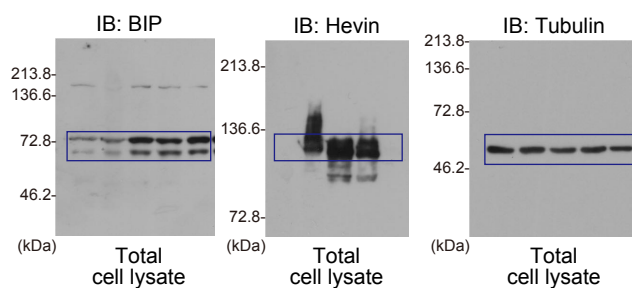

Fig. 3C

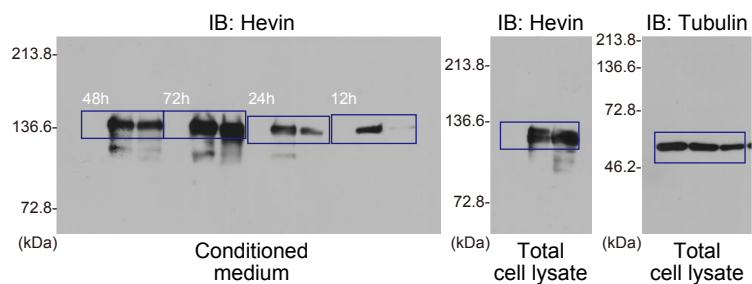

Fig. 3J

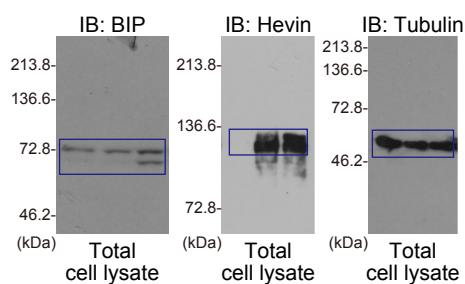

Fig. 3L

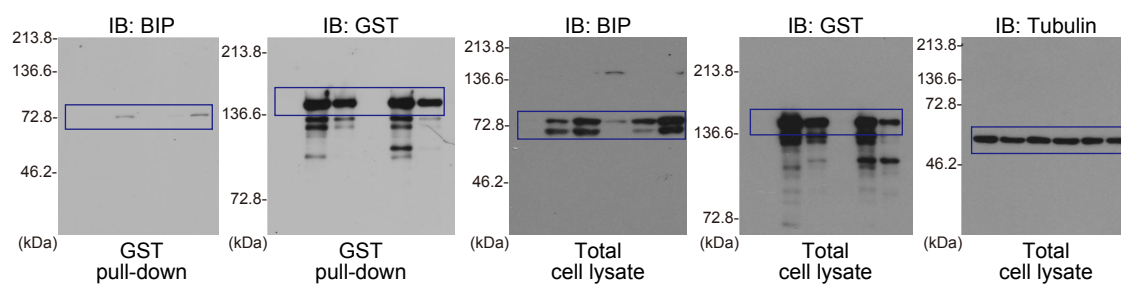

Row data from Fig. 2A

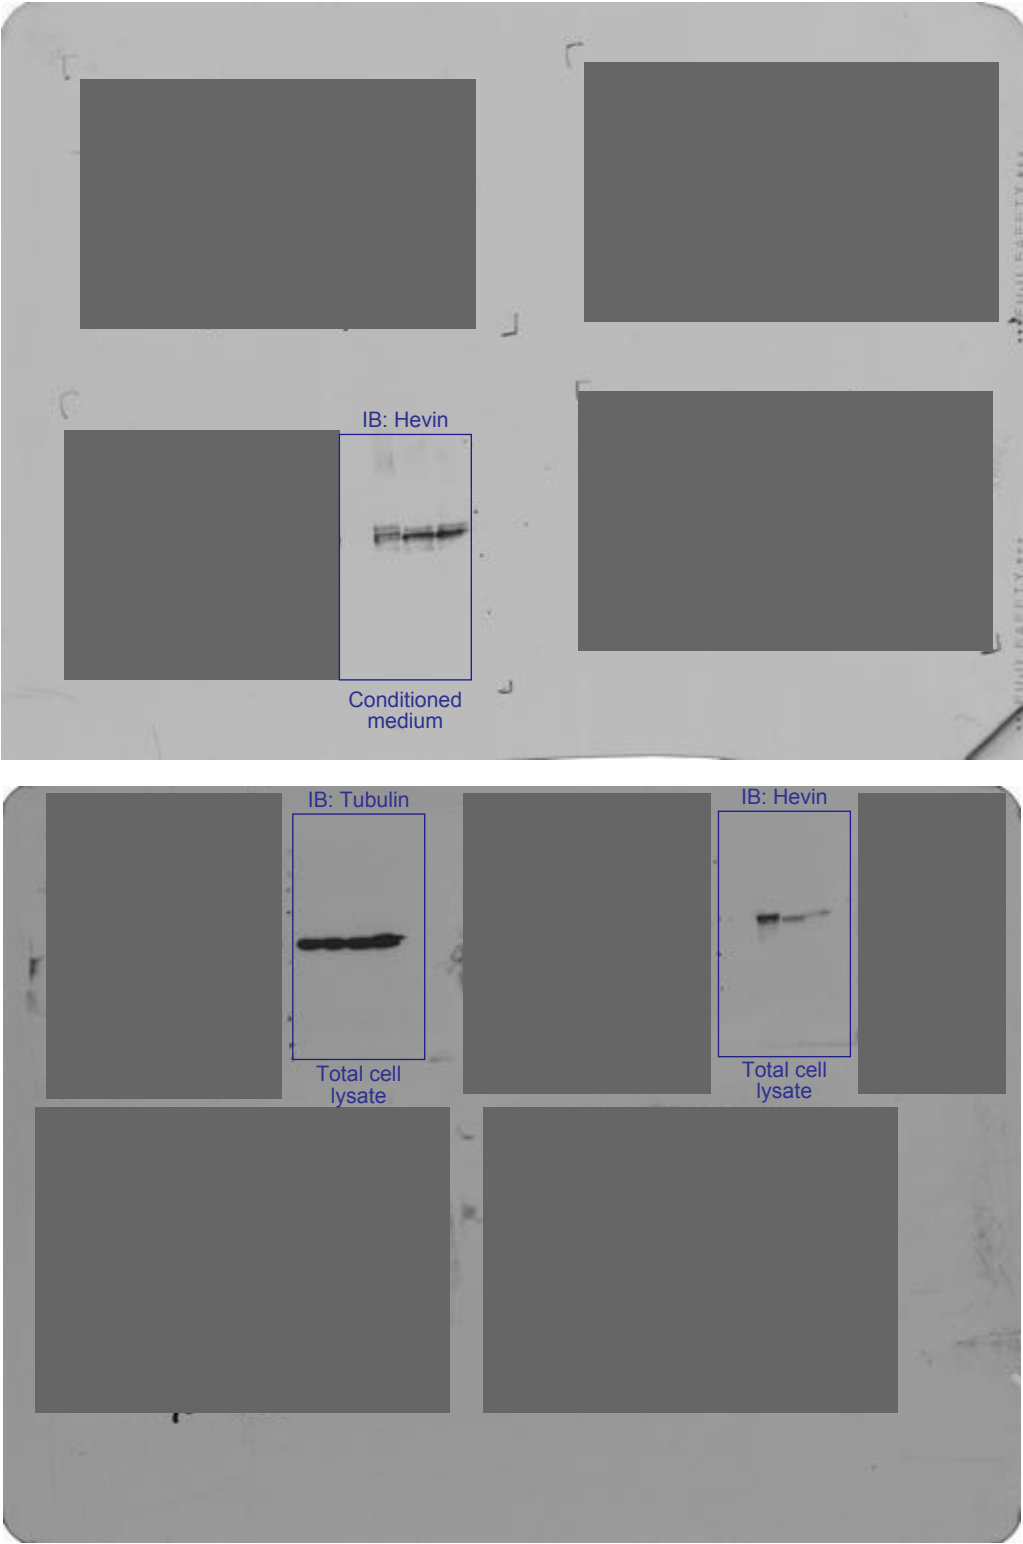

Row data from Fig. 2F

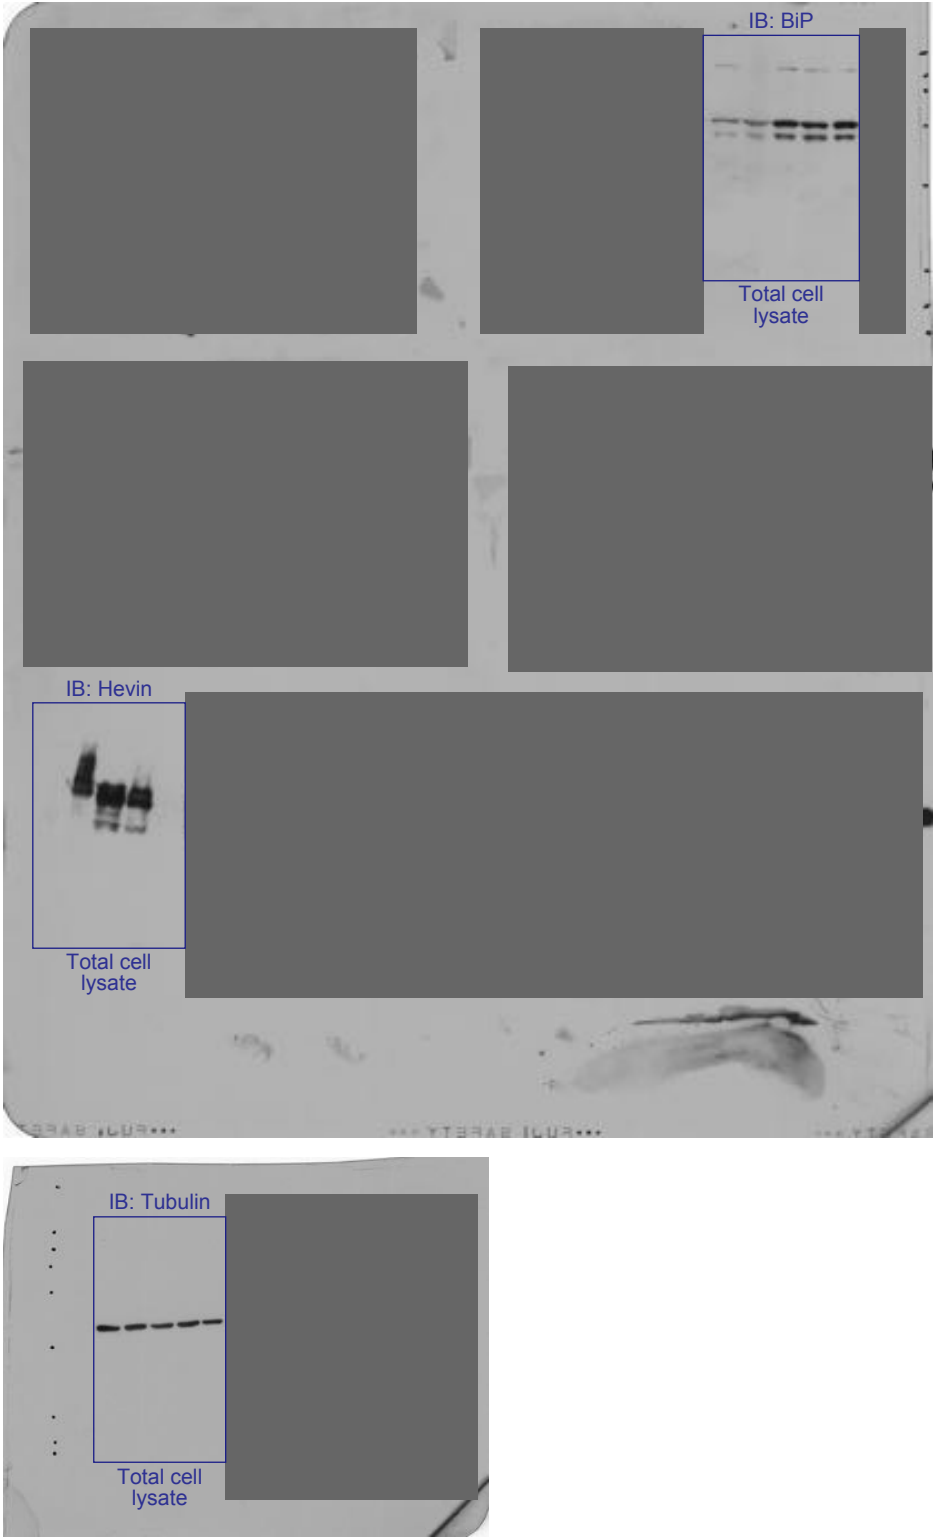

Row data from Fig. 3C

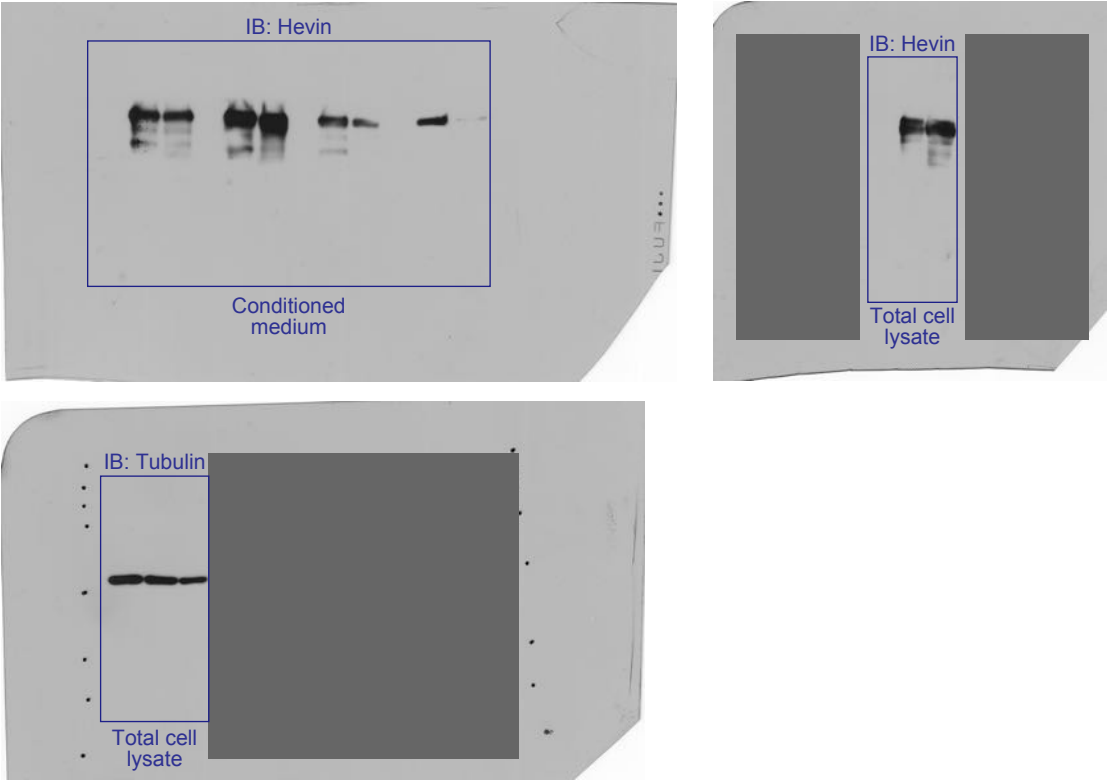

Row data from Fig. 3C

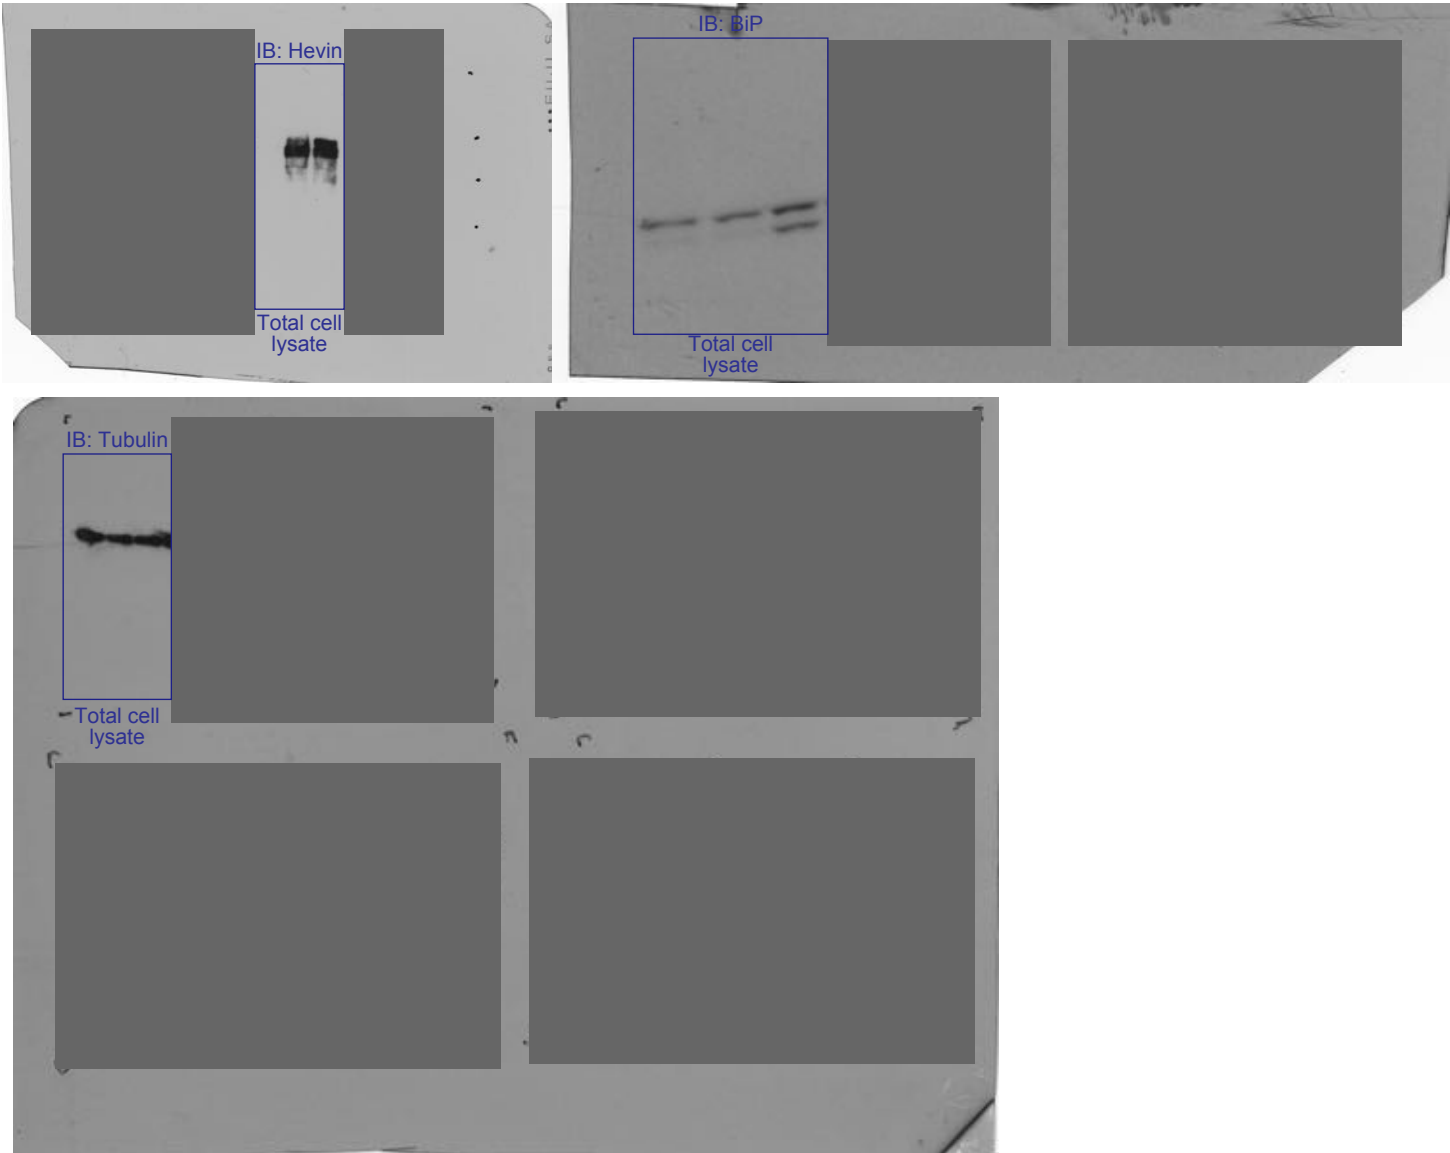

Row data from Fig. 3C

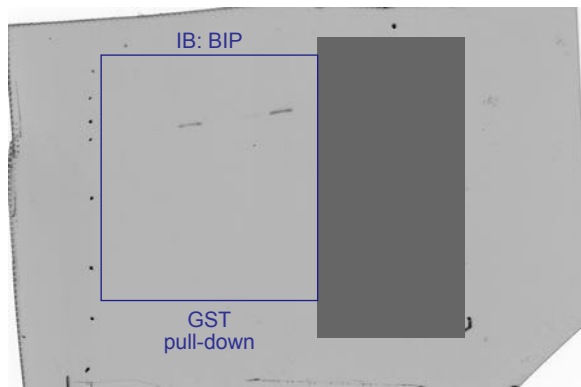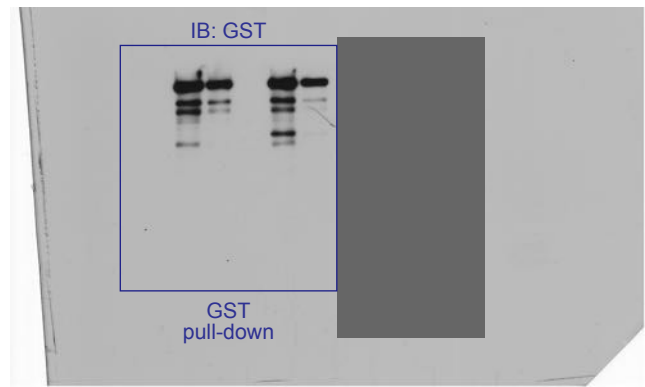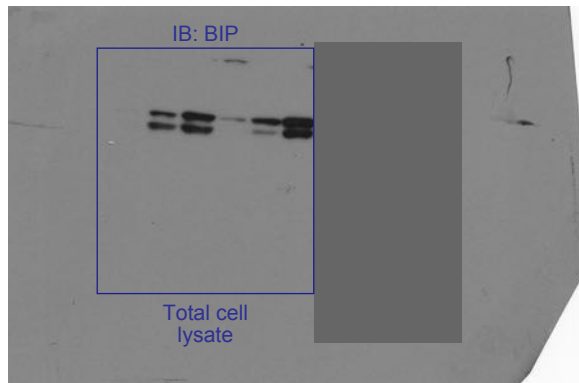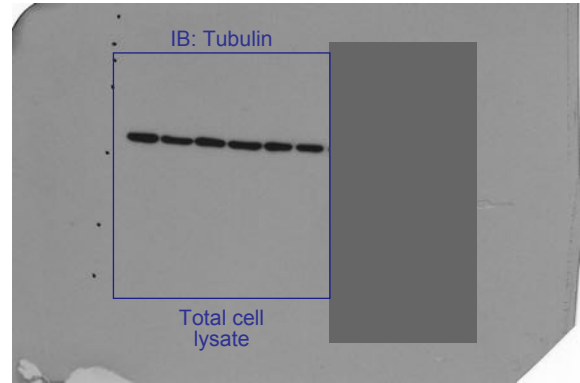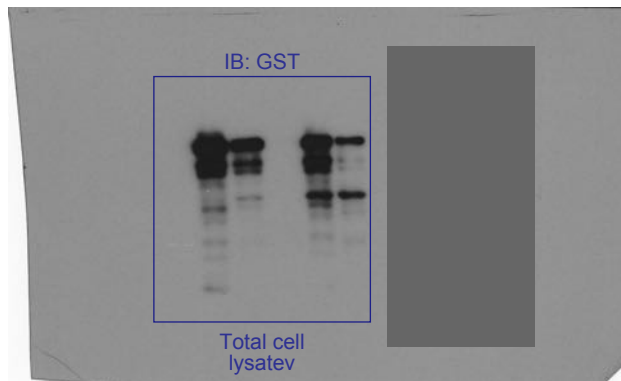

**Supplement:** Supplementary file 2 — Supplementary Information 2.

How the deposited data were processed for this re-analysis (not part of the article)

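Total RNA of cerebellum and skeletal muscle of 1-month-old wild-type and *Usp15*-deficient C57BL/6 mice was measured on 12 Affymetrix mouse exon arrays, 3 per genotype and tissue. The paper speaks of brains, and the labels and the columns of Supplementary Table S1 name cerebellum. Each array was summarised by the authors at the gene level (23332 transcript clusters) and at the exon level (229581 probe sets), and the deposited values are log2 signals. The background correction, the normalization and the software are not given in the sources used here. The paper's statistics section names its tests for the whole paper without saying which was used for the arrays, and the column names of Supplementary Table S1 give a biweight average and an analysis of variance. The 2 levels come from the same arrays and were never counted as separate samples. All pairs of arrays of a tissue correlated at 0.950 or higher.

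The log2 values were used as deposited, with no further normalization or filter. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment, threshold 0.05), *Usp15*-deficient minus wild-type, on the 6 arrays of a tissue. Confidence intervals are at 95 percent. For hevin the adjustment was made over all probe sets and over the 15 probe sets of Supplementary Table S1 alone. Single values were compared with an exact two-sided permutation test, which cannot give a p below 0.1 for 3 against 3. The difference between tissues was tested as the interaction of genotype and tissue in a fit of 12 arrays with 4 group means. The change of a probe set within its gene was tested with limma on its value minus the gene-level value of the same symbol on the same array. Gene lists were fixed before the data were examined and tested with camera, with a preset correlation of 0.01 and with an estimated one, on the cluster of highest mean per symbol. They hold UPR and ER chaperone targets, spliceosome and U6 snRNP, autism risk genes, hevin partners and relatives, and markers of astrocytes and Bergmann glia, granule neurons, Purkinje cells, oligodendrocytes and myelin, microglia, endothelium, choroid plexus, red blood cells, fast and slow muscle fibres, satellite cells, adipocytes, fibroblasts and Schwann cells, and immediate early genes. The test was checked on simulated data with 200 changed clusters or probe sets, and the spread of the simulation was corrected once, after a first version had understated it.

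Gene names come from the annotation of the array platform. At the gene level 14996 clusters have 1 symbol, 1019 have several and 7317 are unnamed here, and 14941 of the first were matched by gene number to the annotation of GRCm38.p6, which changed 0 symbols. At the exon level 209279 probe sets have 1 symbol, 4446 have several and 15856 are unnamed here. Clusters with several symbols were not named, and Tut1 and Cntnap2 have no cluster with a single symbol of their own. Some items are not reported here. No genome build of the array is given in the sources used here, so that no coordinates are reported. Genes were named by a rule set before the data were examined: *Usp15*, hevin with its 15 probe sets, the genes the paper names, the clusters with the largest changes past the threshold or, where fewer than 5 passed, the 5 higher and 5 lower of smallest p, and list members past the threshold over their list. The values of Supplementary Table S1 had been seen when the rule was written. For the same-numbered arrays of the 2 genotypes in cerebellum, the correlations of their deviations from the group means were 0.218, 0.203 and 0.103 at the gene level and 0.225, 0.194 and 0.0918 at the exon level. The replicate number was not used in the comparisons reported and is an alternative.

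The alternatives were a fit of all 12 arrays, the replicate number as a block, leaving out each array, quantile normalization on top of the deposited values, a trended and robust prior (statmod 1.5.0), a filter on the dimmest 25 percent, the test and the biweight average (tuning constant 5) of Supplementary Table S1, the gene-level value as the reference within hevin, estimated correlations, and windows of 0.25 and 1 log2 for the rank of 4776772. A count within 1.5 times that of the comparison reported was taken as the same. A sign change of a value that passed no threshold in either setting, by less than its standard error, was not counted as a change of direction. The 3'-RACE, cell culture and molecular dynamics experiments were not analysed here.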

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

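In this part, the tests of a mislabelled array, of background signal, of heart tissue and of sampled muscle, the splits for gene lists, the leaving-out of arrays from the lists and the lists under quantile normalization were chosen after the results were seen.

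The measured fall of *Usp15* was smaller in cerebellum than in muscle. The change of its transcript cluster differed between tissues by 1.35 on the log2 scale (cerebellum minus muscle, SE 0.18, adjusted p = 0.249 over all clusters from limma). For 23 of its 23 probe sets the change differed between tissues when adjusted over *Usp15* alone, and the smallest adjusted p over all probe sets was 0.0901. At 4427559 and 4842622 the *Usp15*-deficient means were 3.38 and 3.12 in cerebellum and 2.25 and 2.03 in muscle, and the wild-type means 7.38 and 7.97 against 9.55 and 9.45, so that the higher wild-type signal in muscle makes up a large part of their difference. A mislabelled array is argued against, since 0 array values of the transcript cluster, which was not chosen by its values, lay on the other genotype's side of the midpoint. Signal left at the background level of the array stays open in cerebellum, since levels of different probe sets are not directly comparable. The 75th percentile of probe sets of fast muscle fibre genes there, taken as a mark of background, was 6.29. In the *Usp15*-deficient arrays the 21 remaining *Usp15* probe sets had a median of 7.43, above that mark, and 3 of them lay below it. Wild-type medians of these probe sets were 7.74 in cerebellum and 8.95 in muscle, and a transcript of the altered allele that carries the remaining exons stays open, as untested.

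In skeletal muscle, which the paper does not report on, *Usp15* probe sets 4842622 and 4427559 changed by -7.42 and -7.30. The other calls in this tissue were of gene lists.

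Slow muscle fibre genes had a higher mean in the *Usp15*-deficient muscle arrays for 7 of 7 measured members, with a median log2 change of 0.92 (adjusted p = 2.44e-05 from camera, and adjusted p = 0.730 with an estimated correlation). The wild-type arrays were far apart, with medians of these genes at 6.80, 7.45 and 9.48, against 9.04, 8.88 and 9.24 in the *Usp15*-deficient arrays, so that the highest wild-type array (9.48) lay above them all. Heart tissue stays open: Myl7 and Nppa ranged by at most 0.578 on the log2 scale over the 6 muscle arrays, but they mark the atrium and their signals (4.5 to 5.1) were low. A difference in sampled muscle between single arrays and an effect of genotype cannot be told apart with 3 samples a group. The list passed without any 1 array (adjusted p from 4.93e-26 to 0.0123, and from 0.0502 to 0.939 with an estimated correlation) and with quantile normalization (7 of 7 higher). Its median change was 1.53 without wild-type replicate 3. Without wild-type replicate 3, limma called 3 clusters, Tnni1, Tnnc1 and Myl2, named after their values were seen. With all arrays it called 0 (720, or 3.09 percent, at an unadjusted p under 0.05).

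Myelin genes also had a higher mean in the *Usp15*-deficient muscle arrays. Schwann cell markers had a median log2 change of 0.71, higher for 5 of 5 members (adjusted p = 2.71e-05 from camera, and adjusted p = 0.702 with an estimated correlation). Oligodendrocyte and myelin genes had a median log2 change of 0.41, higher for 8 of 9 members (adjusted p = 0.00179, and adjusted p = 0.702 with an estimated correlation). The Schwann cell list passed without any 1 array (adjusted p from 1.24e-05 to 0.00339, and from 0.330 to 0.919 with an estimated correlation), and the myelin list did not pass without wild-type replicate 3 (adjusted p = 0.0607). Without *Usp15*-deficient replicate 2 the median changes were 0.46 and 0.20. The medians per array were 5.91, 6.00 and 5.68 in wild-type and 6.05, 6.46 and 6.02 in *Usp15*-deficient arrays for Schwann cells, and 5.31, 5.38 and 5.24 against 5.48, 6.02 and 5.65 for myelin. With quantile normalization 5 of 5 and 6 of 9 members were higher. The 2 lists share 1 measured gene, Mbp, which was at 6.64, 6.66 and 6.85 in the wild-type and 6.94, 8.73 and 7.63 in the *Usp15*-deficient arrays.

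For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Called probe sets numbered 2 in cerebellum and 2 in muscle, with 0 as the highest of the other splits, so that 1 split, the real one, gave as many in each tissue. Called clusters numbered 0 in the real split and 0 in the others in either tissue (10 of 10 gave as many). The count for hevin in cerebellum was 1, with 0 as the highest of the other splits (1 of 10 gave as many). The study chose hevin on the real split of these cerebellum arrays, so that this count is not independent evidence. In muscle the count for hevin was 0, with 1 as the highest of the other splits. Gene lists called were 0 in cerebellum, with 6 as the highest of the other splits (10 of 10 gave as many), and 3 in muscle, with 8 as the highest (4 of 10 gave as many). Other splits reached 16423 probe sets at an unadjusted p under 0.05 in cerebellum and 23837 in muscle, against 8020 and 7293 in the real ones. Both of these splits kept same-numbered arrays together. The 3 other splits that part every same-numbered pair, as the real one does, gave 6265 to 8769 in cerebellum and 6761 to 8100 in muscle. In these, gene lists called were at most 3 in cerebellum and 4 in muscle. Splits that kept same-numbered arrays together gave as few as 8351 probe sets at an unadjusted p under 0.05 in cerebellum and 8703 in muscle. The first of these lies within the range of the splits that part every pair. Whether the samples have a structure that goes with the replicate number therefore stays open. For the difference between tissues, limma called 0 clusters (679 at an unadjusted p under 0.05), and random regroupings reached 7. With a real count of 0 any regrouping gives a count as large (100 of 100), so that this decides nothing, as for the other counts of 0.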

How the results depend on the processing

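Of 192 alternatives over 19 results, 127 kept the side of the threshold or the size, 23 lost the call and 42 moved a count. Counts have no direction, and 0 other values reversed beyond their standard error. The leaving-out of arrays from the gene list tests, their quantile normalization and their estimated correlation with an array left out or with the block were chosen after the data were seen, and the other alternatives before. The causes were not tested, and some fits had fewer arrays. The number of arrays and the dim signal of 4776772 limit these results.

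The log2 change of 4776772 in cerebellum was -1.40 with the plain means and -1.23 with the biweight average, and it passed over the 15 with quantile normalization (adjusted p = 0.037), a trended and robust prior (0.027) and unadjusted in the test of Supplementary Table S1 (0.0225). The same change of -1.40 did not pass in the fit of 12 arrays (adjusted p = 0.93) or in the test of Supplementary Table S1 adjusted over the 15 (0.22) or over all probe sets (1.00). Leaving out 1 array gave -1.65 to -1.12, with 4 of the 6 not passing. Over these alternatives and the block the adjusted p over the 15 ran from 0.0206 to 0.930. The filter on dim probe sets removed 4776772, so it has no value there. The count of changed hevin probe sets, 1, became 0 in the fit of 12 arrays, with the dim filter and with the adjusted test of Supplementary Table S1, 2 with its unadjusted test, and 0 to 1 when 1 array was left out.

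The 2 called probe sets in cerebellum became 0 with the test of Supplementary Table S1 and 0 when any array was left out. Without 1 array, 4427559 changed by -4.10 to -3.89 and 4842622 by -5.04 to -4.59 in cerebellum, none of them passing. In muscle the 2 called probe sets became 21 in the fit of 12 arrays, 11 with a trended and robust prior, 4 with the dim filter and 2 to 28 when 1 array was left out, the highest without wild-type replicate 3. The 0 called clusters in muscle became 2 in the fit of 12 arrays and 0 to 3 without 1 array, the highest without the same array. The 0 clusters that differed between tissues became 0 to 6 without 1 array, 6 without wild-type muscle replicate 3 and 1 without wild-type muscle replicate 1. The 3 gene lists called in muscle became 0 with an estimated correlation and 2 to 5 when 1 array was left out, 2 without wild-type replicate 3 and 5 without *Usp15*-deficient replicate 1 or 2. The 0 lists in cerebellum became 0 to 3 when 1 array was left out, 3 without *Usp15*-deficient replicate 1. With quantile normalization the lists numbered 3 and 0. With an estimated correlation, leaving out 1 array gave 0 lists in either tissue.

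With the replicate number as a block, same-numbered arrays of the 2 genotypes are paired. In muscle, same-numbered deviations correlated at 0.305, 0.0641 and 0.160 at the gene level. Each cerebellum array correlated best with its own number, and in muscle replicate 2 did not. In cerebellum the correlations were all above 0.1 at the gene level and not at the exon level (0.0918 for replicate 3). In muscle they were not all above 0.1 at either level. A pairing is excluded in neither tissue. With the block, 4776772 changed by -1.40 (adjusted p = 0.10 over the 15), the hevin count became 0, the 2 called probe sets in cerebellum became 0 (4427559 at -4.01, adjusted p = 0.23, and 4842622 at -4.85, adjusted p = 0.49) and those in muscle became 1 (4427559 at -7.30, adjusted p = 0.45). The gene lists called in muscle became 5, with UPR targets (adjusted p = 0.0327) and satellite cells (adjusted p = 0.0326) added, and 0 with the block and an estimated correlation (adjusted p = 0.805 for each of the 5), and no other call among the 19 results changed. Within-gene tests and *Usp15* tissue differences were not run with it.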

Differences from the paper's values

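The paper's signals for the 15 hevin probe sets (Supplementary Table S1) lay within the spread of the arrays of the plain means for 15 of 15 probe sets in both genotypes. The fold differed in sign for 2 probe sets. For 4457690 the paper's fold is -1.07 and the plain means gave 1.06, and for 4958710 the paper's fold is -1.1 and the plain means gave 1.02, where a positive fold stands for a higher wild-type signal. Of the alternatives set before the data were examined, the Tukey biweight average, which the table names, gave folds within 0.005 of the paper's for 15 of 15 probe sets, so that 0 differed.

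The unadjusted p from limma, which shares the spread over all probe sets, was more than 1.5 times the paper's p or the reverse for 6 probe sets. For 4776772 the paper's p is 0.022525, and limma gave 0.00266. For 4484802 the paper's p is 0.029955, and limma gave 0.506. These were followed by 4613696 (the paper's p 0.0543, limma 0.216), 5036853 (the paper's p 0.106854, limma 0.585), 4570533 (the paper's p 0.236003, limma 0.412) and 5088221 (the paper's p 0.329444, limma 0.675). Of the 6, 4484802 lay on the other side of 0.05. The test that the table names, also set as an alternative before the data were examined, gave 0.0225 and 0.0300 for the first 2, and 0 of the 15 differed.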

Other observations

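The tests of explanations in this part, the leaving-out of arrays from the gene lists and the lists under quantile normalization were all chosen after the results were seen.

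In cerebellum, cell type markers were measured at the gene level and no list passed (camera, adjusted p from 0.0857 to 0.980 over the lists not described above). A higher mean in the *Usp15*-deficient arrays was found for 8 of 11 markers of astrocytes and Bergmann glia, which express hevin, 3 of 7 of granule neurons, 1 of 7 of Purkinje cells, 5 of 9 of oligodendrocytes and myelin, 8 of 9 of microglia, 5 of 7 of endothelium, 5 of 6 of choroid plexus, 2 of 2 of red blood cells, 6 of 9 immediate early genes, 6 of 9 of fast and 5 of 7 of slow muscle fibres, 3 of 6 of satellite cells, 2 of 7 of adipocytes, 3 of 8 of fibroblasts and 1 of 5 of Schwann cells. With quantile normalization the majority turned for astrocytes and Bergmann glia (5 of 11 higher), oligodendrocytes and myelin (3 of 9) and endothelium (3 of 7), and 1 of 2 red blood cell genes was higher. Lists passed when single arrays were left out, with camera: oligodendrocytes, lower, without wild-type replicate 1 (adjusted p = 0.0488), adipocytes, lower, without wild-type replicate 3 (0.0188) or *Usp15*-deficient replicate 1 (0.0320), Purkinje cells, lower, and microglia, higher, without *Usp15*-deficient replicate 1 (0.000254 and 0.0494), and immediate early genes, higher, without *Usp15*-deficient replicate 2 (0.0221). With an estimated correlation these calls were lost (adjusted p from 0.627 to 0.954).

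In muscle, the lists other than those of slow fibres, myelin and Schwann cells did not pass (adjusted p from 0.103 to 0.996 from camera). A higher mean was found there for 24 of 28 UPR targets, 11 of 20 spliceosome genes, 12 of 23 autism risk genes, 5 of 7 hevin partners and relatives, 9 of 11 astrocyte, 4 of 7 granule neuron, 2 of 7 Purkinje cell, 7 of 9 microglia, 3 of 7 endothelium, 4 of 6 choroid plexus, 2 of 2 red blood cell, 6 of 9 immediate early, 4 of 9 fast fibre, 5 of 6 satellite cell, 5 of 7 adipocyte and 4 of 8 fibroblast genes. With quantile normalization the majority turned for autism risk genes (11 of 23 higher), Purkinje cells (4 of 7) and fast fibres (5 of 9). Without single arrays, endothelium passed as lower without wild-type replicate 2 (adjusted p = 0.0160), UPR targets and red blood cells as higher without *Usp15*-deficient replicate 1 (0.00336 and 0.0168), and immediate early genes as higher and adipocytes as lower without *Usp15*-deficient replicate 2 (0.0183 and 7.91e-07). With an estimated correlation these calls were lost (adjusted p from 0.403 to 0.919). The median, the mean and the direction from camera differed in sign for granule neurons, oligodendrocytes, endothelium, fast and slow fibres and satellite cells in cerebellum, and for spliceosome genes, autism risk genes, Purkinje cells, choroid plexus, adipocytes and fibroblasts in muscle.

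The clusters of smallest p did not pass the test. In cerebellum they were, with log2 changes from limma, Mrpl48 (0.71), Ppid (0.43), Fbxw10 (0.45), Ppp2r5a (0.94) and Tmem263 (0.43), higher in the *Usp15*-deficient arrays, and Olfr341 (-0.64), Vmn1r236 (-0.55), Usp15 (-0.52), 4933402J07Rik (-0.49) and Cyp7a1 (-0.38), lower. In muscle they were Krt18 (0.97), Olfr1018 (0.61), 2900060N12Rik (0.67), Olfr1396 (0.63), Mblac1 (0.78), Usp15 (-1.87), Zbtb12 (-0.71), Olfr1387 (-0.48), Vmn1r229 (-1.02) and Tceal1 (-0.52). At the exon level in cerebellum, the probe sets of smallest p were of Cdk7 (1.62), Fbln5 (1.39), Samhd1 (1.55), Dsg1c (1.78) and Rock1 (2.60), higher, and, besides the 2 called *Usp15* probe sets, of Slco1a1 (-2.15), Actc1 (-2.35) and Usp15 (-2.08), lower.

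In muscle, hevin probe set 4776772 had log2 signals of 2.63, 5.91 and 4.07 in wild-type and 3.46, 5.18 and 5.41 in *Usp15*-deficient arrays, a change of 0.48 (95% confidence interval -1.50 to 2.45), which ran from -0.31 without wild-type replicate 1 to 1.33 without wild-type replicate 2. Its change in cerebellum minus that in muscle was -1.87 (95% confidence interval -4.05 to 0.31), with an adjusted p of 0.99 over the 15 from limma. It was -1.09 without wild-type muscle replicate 1 and -2.73 without wild-type muscle replicate 2 (adjusted p = 0.961 and 0.0842), and the replicate number as a block gave an adjusted p of 0.258. The fusion partner Ndufa11 has 3 probe sets with that single name, and their log2 changes in cerebellum were 0.05, 0.05 and 0.30.

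The lower signal of 4776772 in cerebellum was weighed against technical explanations. Signal at the array's background stays open. The wild-type mean of 5.78 lay below the 75th percentile (6.29) of 153 probe sets of fast muscle fibre genes in cerebellum. Levels of different probe sets are not directly comparable, so that this does not decide it. Over all probe sets, 314 changed by at least as much either way in the real split, against 308 to 680 in the other splits. Thus 9 of 10 splits, the real one included, gave as many (308 to 349 in the 3 other splits that part every same-numbered pair). A real change of 4776772 alone would hardly move this count. The count therefore cannot tell such a change from the spread of single probe sets searched over the whole array. A loss of the 3' end as in the N11 fusion is argued against as the sole cause, since the interval of the 3'UTR probe set 5491126 ended at -0.41 on its lower side, above the interval of 4776772. The deletion of the ΔEF construct, by its primers, removes 32 of the 90 bases of 4613696 and 0 bases of 4776772. On the assumption from the shared name that the transcripts have the same deletion, such transcripts would not lower 4776772. It is not known where in the 90 bases the probes of 4613696 lie, so that its signal does not exclude such transcripts. Their presence stays open, as does an effect of genotype on exon 10.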
